# An RNA-sequencing transcriptome of the rodent Schwann cell response to peripheral nerve injury

**DOI:** 10.1186/s12974-022-02462-6

**Published:** 2022-04-30

**Authors:** Amanda Brosius Lutz, Tawaun A. Lucas, Glenn A. Carson, Christine Caneda, Lu Zhou, Ben A. Barres, Marion S. Buckwalter, Steven A. Sloan

**Keywords:** Schwann cell, Macrophage, Neuroinflammation, Transcriptome, Repair cell, Injury response, Peripheral nerve, Regeneration

## Abstract

**Background:**

The important contribution of glia to mechanisms of injury and repair of the nervous system is increasingly recognized. In stark contrast to the central nervous system (CNS), the peripheral nervous system (PNS) has a remarkable capacity for regeneration after injury. Schwann cells are recognized as key contributors to PNS regeneration, but the molecular underpinnings of the Schwann cell response to injury and how they interact with the inflammatory response remain incompletely understood.

**Methods:**

We completed bulk RNA-sequencing of Schwann cells purified acutely using immunopanning from the naïve and injured rodent sciatic nerve at 3, 5, and 7 days post-injury. We used qRT-PCR and in situ hybridization to assess cell purity and probe dataset integrity. Finally, we used bioinformatic analysis to probe Schwann cell-specific injury-induced modulation of cellular pathways.

**Results:**

Our data confirm Schwann cell purity and validate RNAseq dataset integrity. Bioinformatic analysis identifies discrete modules of genes that follow distinct patterns of regulation in the 1st days after injury and their corresponding molecular pathways. These findings enable improved differentiation of myeloid and glial components of neuroinflammation after peripheral nerve injury and highlight novel molecular aspects of the Schwann cell injury response such as acute downregulation of the AGE/RAGE pathway and of secreted molecules Sparcl1 and Sema5a.

**Conclusions:**

We provide a helpful resource for further deciphering the Schwann cell injury response and a depth of transcriptional data that can complement the findings of recent single cell sequencing approaches. As more data become available on the response of CNS glia to injury, we anticipate that this dataset will provide a valuable platform for understanding key differences in the PNS and CNS glial responses to injury and for designing approaches to ameliorate CNS regeneration.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12974-022-02462-6.

## Background

Like the CNS, the peripheral nerve is protected within several layers of connective tissue and behind a diffusion barrier, the blood–nerve barrier. Within the epineurium, the peripheral nerve is composed of endoneurial fibroblasts, endothelial cells, pericytes, resident macrophages, Schwann cells, and efferent and afferent axons [12]. Following breakdown of the blood–nerve barrier the canonical process of Wallerian degeneration ensues, recruiting additional cell types into the nerve. Neutrophils occupy the nerve 1–2 days after injury followed by invasion by hematogenous macrophages, which persist until approximately 2 weeks after injury [12] (Fig. 1A).

**Fig. 1:**
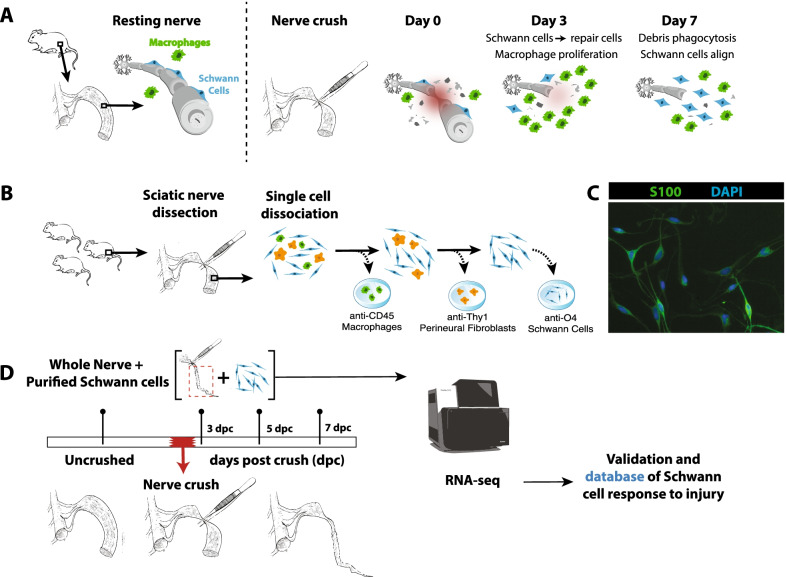
Purification of Schwann cells after sciatic nerve crush. **A** Schematic of local response to sciatic nerve crush. Immediately after crush (day 0), debris and inflammatory cytokines are abundant. By 3 days, macrophages proliferate at the site of injury and Schwann cells adopt a reparative phenotype. 7 days after crush, most debris has been engulfed and Schwann cells align. **B** Purification of Schwann cells by immunopanning. Macrophages and perineural fibroblasts were depleted with anti-CD45 and anti-Thy1 antibodies, respectively. Schwann cells were positively selected by anti-O4 hybridoma. **C** Purified Schwann cells in culture after immunopanning. **D** Experimental timeline. Sciatic nerve crush occurred at day 0. At days 3, 7, and 7 post-crush, both whole nerve and purified Schwann cells were collected for downstream RNA-sequencing

Understanding the mechanisms underlying the remarkable ability of the PNS to regenerate after injury has been a topic of intense interest for decades. The Schwann cell, a neural crest-derived glial cell type comprising 80% of the cells in the uninjured nerve has long been recognized as a key player in PNS regeneration, undergoing a remarkable cellular transformation after nerve injury and assuming multiple pro-regenerative functions during recovery of the injured nerve [18]. While the Schwann cell transformation after nerve injury was long thought to represent de-differentiation to a more immature state, we now know that post-injury Schwann cells are distinct from their precursors. Genetically and morphologically, post-injury Schwann cells, or “Repair cells”, are unique, transdifferentiated cells that facilitate tissue rebuilding. Repair cells turn off genes for myelination and activate those for diverse features including upregulation of growth-promoting proteins (GDNF, artemin, BDNF and others), innate immune activation (secretion of cytokines TNFα, LIF, IL1α, IL1β, and MCP-1), structural reorganization, and myelin debris clearance [18, 20, 21]. Numerous recent studies have made considerable progress towards precisely defining the molecular changes behind the Schwann cell injury response, implicating key transcriptional regulators and signaling pathways in this transformation [1, 5, 18, 33].

Until recently, knowledge of global changes in Schwann cell gene expression during the 1st week after injury was largely based on data obtained from whole sciatic nerve before and after crush or transection injury [27, 32, 44, 49]. This data, however, does not allow for distinction between Schwann cell-specific transcriptomic changes and gene expression in other cell types within the nerve, particularly in hematogenous macrophages, which flood the nerve in large numbers beginning 3 days after injury [32]. Purification of Schwann cells away from the other cell types of the peripheral nerve is essential to gain a clear view of the Schwann cell response to injury. Another valuable resource in the field has been microarray data from neonatal Schwann cells in which Erk signaling is activated to mimic injury [33]. While also instructive, this dataset depicts Schwann cells purified at an early developmental timepoint, cultured in vitro, and activated in an in vitro environment in the absence of axon contact, and is thus unlikely to recapitulate all aspects of in vivo transdifferentiation. Circumventing the need for cell purification, several groups have recently performed single cell transcriptomic analysis of the rodent sciatic nerve following autoimmune and mechanical injury [22, 40, 46]. These studies provide exciting insight into heterogeneity of post-injury gene expression changes in Schwann cells and other cell peripheral nerve cell populations, but lack the sequencing depth to identify more subtle responses to injury. Thus, we view this work as a fundamental new resource that will complement the excellent studies above.

Here, we provide a high-resolution RNAseq transcriptome of Schwann cells acutely purified from the uninjured and injured rat sciatic nerve at 3, 5, and 7 days after nerve crush injury at postnatal day (P)18 [29]. In addition, we provide RNAseq analysis of the whole sciatic nerve at the same timepoints. To our knowledge, this is the first deep sequencing RNAseq dataset of purified Schwann cells at across this timespan, a period known to involve dynamic changes in Schwann cell structure and function. Bioinformatics analysis of our dataset highlights dataset integrity and the importance of purifying Schwann cells away from other cell types in the injured nerve to identify Schwann cell-specific gene changes. We identify the most highly up- and down-regulated transcripts at each post-injury timepoint and further classify genes into discrete modules that follow distinct patterns of regulation with respect to time after PNS injury. Interrogation of the genes in these modules identifies aspects of the Schwann cell response to injury with potential for future study. We also compare immune roles of Schwann cells with those of invading macrophages to better differentiate injury responses in these two key cell types. To ensure widespread distribution of our dataset, we have incorporated these data in a user-friendly website previously created by Ben Barres’ lab (www.BrainRNAseq.org) that provides a simple and searchable platform for browsing gene expression data. Our dataset provides a helpful resource for further deciphering the Schwann cell injury response. Furthermore, as additional data become available on the response of CNS glia to injury, we anticipate that this dataset will provide a valuable platform for understanding key differences in the PNS and CNS glial responses to injury and for designing approaches to ameliorate CNS regeneration.

## Methods

### Vertebrate animals

All procedures involving animals were conducted in conformity with Stanford University guidelines and are in compliance with national and state laws and policies according to APLAC protocol 10726.

### Sciatic nerve crush injury

All surgical experiments were performed under 2.5% isoflurane on rats at postnatal day 18. Sciatic nerve crush injury was performed as previously described [30]. Briefly, rats were anesthetized using isoflurane. Upper thigh was shaved and sterilized using isopropanol. A 1-cm incision was made using a scalpel and nerve was visualized via blunt dissection using forceps. The left sciatic nerve was crushed at mid-thigh for 5 s using forceps marked with sterile graphite to mark the crush site. Carprofen (5 mg/kg subcutaneous) was administered for analgesia. No sham operation was performed prior to the collection of naïve nerves.

### Purification of Schwann cells from the naïve and injured sciatic nerve

10–20 sciatic nerves were used for the generation of each sample of purified cells. For injured nerves, sciatic nerve tissue was collected beginning proximally 1 mm distal to the graphite-marked crush site and extending distally along the tibial nerve branch as far as possible approaching the medial calcaneus. The proximal portion of the peroneal nerve branch was included when intact dissection was possible. Schwann cells were isolated from the entirety of the harvested nerve segment. For uninjured nerves, the anatomically equivalent nerve segment was isolated. Schwann cells were acutely purified using immunopanning from the injured or uninjured rat sciatic nerve according to Lutz [29]. Briefly, following enzymatic digestion using collagenase/dispase, nerves were mechanically dissociated to create a single cell suspension. Myelin debris was removed using a nitex filter and BSA cushion. Sequential immunopanning first depleted unwanted cell populations (CD45 and Thy1) and then selected for Schwann cells (O4). Performing depletion of other cell populations prior to positive selection of Schwann cells ensures optimal Schwann cell purity. Yields per nerve ranged from 10 to 20,000 cells for uncrushed nerves to approximately 100,000 cells per nerve after nerve crush injury.

### Immunocytochemistry of immunopanned cells

Cultured cells were fixed with 4% paraformaldehyde for 10 min at room temperature 24 h after immunopanning and then permeabilized and blocked with 10% goat serum, 0.2% TritonX-100. Cells were labeled using antibodies to goat Iba1 (Abcam) and mouse S100 (Sigma s2532) as well as Cellmask (ThermoFisher H34558) and DAPI.

### RNA isolation from whole nerves

RNA from whole nerves was purified according to the RNeasy Fibrous Tissue kit. For injured nerves, only the nerve segment distal to the site of crush injury was included. For uninjured nerves the anatomically equivalent nerve segment was isolated. A minimum of 10 nerves was used for the generation of each RNA sample. RNA quality was verified through Bionalyzer analysis. All samples submitted for RNASeq had a RIN of 8 or above.

### RNA isolation from purified Schwann cells

RNA from purified Schwann cells was isolated at the end of the immunopanning procedure by scraping the O4-positive panning dish according to the instructions of the RNeasy MICRO kit. RNA quality was verified through Bionalyzer analysis. All samples submitted for RNASeq had a RIN of 8 or above.

### RNA-seq library construction and sequencing

Total RNA that passed QC standards (RIN > 8.0 as assessed by bioanalyzer) proceeded to library synthesis using the Ovation^®^ RNA-seq system V2 (Nugen 7102). First and second-strand cDNA synthesis and SPIA amplification were performed following the manufacturer’s instructions, and cDNA was fragmented with a sonicator (Covaris S2) using the following parameters: duty cycle 10%, intensity 5, cycles/burst 100, time 5 min. We then used the Next Ultra RNA-seq library prep kit for Illumina (NEB E7530) and NEBNext^®^ multiplex oligos for Illumina^®^ (NEB E7335 E7500) to perform end repair, adaptor ligation, and 5–6 cycles of PCR enrichment according to manufacturer’s instructions. The quality of the libraries were then assessed by bioanalyzer and qPCR and high-quality libraries were sequenced by the Illumina NextSeq sequencer to obtain 150-bp pair-end reads to a minimum depth of 20 million reads per sample. All libraries passed standard QC metrics (average *Q*-scores > 35, mapping % > 80).

### Bioinformatic processing of RNAseq data

FASTQ files were first groomed using FASTQ groomer and then mapped using TopHat2, which invokes Bowtie as an internal read mapper. The paired end option was selected and rat genome Rnor_6.0 was used as the reference genome. We then ran Cufflinks to assemble transcripts and estimate expression level as fragments per kilobase of transcript sequence per million mapped fragments (FPKM). All subsequent data analysis was performed using R software (https://www.r-project.org/). We deposited all raw .fastq files from the RNA-seq data in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO, Accession number GSE177037). Unsupervised hierarchical clustering of FPKM data was performed in R using the top 2000 most variable genes with the following settings: Linkage; average, ColumnPdistance; Spearman, standardized across rows.

### Differential expression and pathway analysis

To assess the functional difference of genes post-nerve crush, we carried out pathway analysis on the top 2000 differentially expressed genes at each timepoint. FASTQ files were aligned using STAR [8] (v2.7.1) to the Rnor 6.0 reference genome and counts were generated using RSEM [26] (v1.3.1). Differentially expressed genes were determined using the DEseq2 [28] (v1.26) package within the R environment. Differences were visualized as volcano plots using the EnhancedVolcano package [4] (v1.80) from Bioconductor. Pathway analysis was carried out using Bioconductor package pathfindR [41] with *p* < 0.01 for both the Gene Ontology-Molecular Function and KEGG databases.

### Weighted gene co-expression network analysis (WGCNA)

WGCNA analysis was performed using the R package ‘‘WGCNA’’ [24, 25]. The power value within the blockwise consensus module was determined by examining the soft-threshold-mean-connectivity curve (*p* = 21). The minimum WGCNA module size was 30 genes. Modules with < 0.25 similarity were merged.

### qRT-PCR validation

We designed primers spanning exon–exon junctions to avoid amplification of genomic DNA. The primers used are listed in Additional file 3. We performed 40 cycles of amplification for all samples. The specificity and efficiency of all primers were first validated using gel electrophoresis and qPCR. The determination of each gene’s CT in qPCR was performed in triplicate. When determining fold changes in gene expression across post-injury timepoints, the CT of each gene was normalized according to the CT of the housekeeping gene in the same sample.

### In situ hybridization validation

Full-length rat cDNA expression plasmids for the genes analyzed were linearized and transcribed with T7, Sp6, or T3 RNA polymerases to generate fluorescein (FITC)-labeled single-stranded anti-sense riboprobes according to manufacturer’s instructions (11175025910; Roche) and purified over G-50 columns (GE Healthcare) (Additional file 4). Fresh frozen 12-µm-thick nerve cryosections from P18 rats were processed as described [50] for in situ hybridization and immunohistochemistry using a mouse S100 antibody (Sigma s2532).

## Results

### Schwann cell RNA purification and RNAseq transcriptional profiling

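RNA was sequenced from Schwann cells purified by immunopanning and from whole sciatic nerve, in 16 libraries, 2 from each of 8 groups. The groups were Schwann cells and whole nerve from uncrushed nerves and from nerves collected 3, 5 and 7 days after a crush made at postnatal day 18. In immunopanning a suspension of cells from the dissociated nerve is passed over dishes coated with antibodies. Here dishes against CD45 and Thy1 held back myeloid cells and fibroblasts, and a dish against O4, an antigen on the surface of Schwann cells, kept the Schwann cells. RNA of whole nerve was taken from the tissue without dissociation. Each sample was made from at least 10 nerves. For differential expression the authors aligned the reads with STAR to the rat genome Rnor_6.0 and estimated with RSEM how many fragments came from each of 31038 genes. These expected counts are not normalized and need not be whole numbers, and they are the values tested here. The deposited files also hold RSEM's FPKM, which is used here wherever a level is given and which includes RSEM's scaling to gene length and to the total of each library. The FPKM values in the figures of the paper were made with TopHat2 and Cufflinks and are on another scale.

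Expected counts summed to 14033930 and 12599974 in replicates 1 and 2 of uncrushed Schwann cells, 15806398 and 27562637 at day 3, 18678860 and 16562931 at day 5 and 17850534 and 12334355 at day 7, with a median of 16184664 over the 8 Schwann cell libraries. In whole nerve the sums were 15635624 and 10555067 for uncrushed nerves, 18526827 and 20203912 at day 3, 15674976 and 17342011 at day 5 and 13449491 and 13365985 at day 7, with a median of 15655300. The paper states that each sample was sequenced to at least 20 M reads. A count here stands for a fragment, which gives a read from each end. The depths and shares given in this paragraph rest on the expected counts. The 18S ribosomal RNA gene Rn18s took 1.59% to 4.55% of the counts of a library. Genes of the mitochondrial genome took 14.2% to 15.6% in uncrushed whole nerve, 6.24% to 8.83% in crushed whole nerve and 2.90% to 5.86% in Schwann cells.

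The expected counts were rounded to whole numbers, scaled between libraries by the TMM method and tested gene by gene with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and a gene was called differentially expressed at an adjusted p below 0.05. The filterByExpr function of edgeR removed genes with too few counts, which left 14961 genes for the 8 Schwann cell libraries, 15831 for the 8 whole nerve libraries and 16829 where all 16 libraries entered the same fit. The 4 groups of a tissue shared an estimate of the spread, because 2 libraries per group carry little information on it. With 2 libraries against 2, an exact two-sided permutation test of any single gene cannot give a p below 0.333, so the p-values of single genes depend on that shared estimate. On counts simulated from the Schwann cell libraries, with 200 genes changed by known folds among 14378, the test recovered 161 of the 200 and 12 of its 173 calls were unchanged genes. The cDNA was amplified without molecular identifiers, so the limits given for genes with few counts cover counting error only. A gene with 3 counts or fewer in each library of a group was treated as below the floor, and its fold change is given only as a bound.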

To gain insight into the Schwann cell response to peripheral nerve injury, we generated an RNAseq resource for Schwann cells acutely purified from the naïve and injured rat sciatic nerve at 3, 5, and 7 days post-crush. For comparison, we also generated RNAseq data for the naïve rat sciatic nerve (Fig. 1B, D) (Additional file 1). We chose to examine gene changes over the first 7 days after mouse nerve crush injury because this time period encompasses the key events of Wallerian degeneration including axon degeneration, myelin debris formation, Schwann cell transdifferentiation, Schwann cell proliferation, the major phase of Schwann cell-mediated debris clearance, macrophage recruitment, and the onset of macrophage-mediated debris clearance [12]. We aimed to capture the transcriptional changes associated with these events. The full dataset of purified Schwann cells and whole nerve segments can be found in Additional file 4.

To assess the purity of our O4-immunopanned Schwann cells we used immunocytochemistry and expression of cell type-specific genes. Immunocytochemistry of cells purified from uncrushed nerves using the Schwann cell-specific marker S100 demonstrated a > 95% pure population of Schwann cells with typical spindle-like morphology 24 h after immunopanning (Fig. 1C). Both O4 and S100 are broadly expressed in the Schwann cell lineage [19].

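The markers plotted in Fig. 2A were compared between purified Schwann cells and whole nerve at each time point in a fit of all 16 libraries. This comparison called 10844 of 16829 genes in uncrushed nerves, 9638 at day 3, 8694 at day 5 and 8588 at day 7. Of the alternatives, the requirement of at least a 2-fold difference moved these counts most, to 6819 in uncrushed nerves. Upper quartile normalization in place of TMM raised the median log2 difference of all genes by 0.137 at day 5 and 0.103 at day 7, and differences between Schwann cells and whole nerve of that size are not told from 0 here.

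Of the 9 Schwann cell markers, 5 were higher in Schwann cells than in whole nerve before crush, among them Ngfr, Sox10, Gfap and Mag. At day 3 the number was 8, at day 5 it was 9 and at day 7 it was 7, or 5, 8, 9 and 8 when adjusted over the list alone. Gfap showed the largest difference before crush, a log2 fold change of 4.08 (standard error 0.156, adjusted p = 7.18e-11, edgeR), and the lineage marker Sox10 had 1.05 (standard error 0.158, adjusted p = 4.17e-05, edgeR). S100b and Mbp were lower in uncrushed Schwann cells than in uncrushed whole nerve, S100b with a log2 fold change of −2.27 (standard error 0.126, adjusted p = 2.18e-09, edgeR) and Mbp with −2.07. Whole nerve was not dissociated, and in the paper's own FPKM of dissociated and intact whole nerve S100b was 1.69-fold and Mbp 2.95-fold lower after dissociation. Of the 15170 genes of that table 1997 were read here. At day 3 both genes were higher in Schwann cells, with log2 fold changes of 0.43 and 0.64. At day 7 the difference of Mbp was −0.07 (standard error 0.117, adjusted p = 0.622, edgeR), which became 0.03 under upper quartile normalization (adjusted p = 0.856, edgeR, 0.560 to 0.856 over the alternatives) and 0.10 without replicate 2 of the Schwann cells.

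The macrophage markers Ptprc (CD45), Itgam, Cx3cr1, Cd68 and Aif1, the fibroblast markers Col1a1 and Fn1 and the endothelial markers Flt1 and Esam were lower in Schwann cells than in whole nerve at every time point, also when adjusted over the list alone. The median log2 fold change of the macrophage markers was −5.43 before crush, or −5.21 with Cx3cr1 at its bound, and −5.73, −5.72 and −5.88 at days 3, 5 and 7. For the fibroblast markers the medians were −4.08, −3.85, −4.43 and −4.77. For the endothelial markers they were −6.14, −4.59, −6.19 and, with Esam at its bound at day 7, −6.24. Col1a1 was the least depleted of these before crush, with a log2 fold change of −2.69 (standard error 0.192, adjusted p = 2.51e-08, edgeR). Of 26 further markers of pericytes, fibroblasts, endothelial, immune, fat, muscle and red blood cells with enough counts, 21 were lower in Schwann cells before crush and 20, 24 and 23 at days 3, 5 and 7, or 22, 22, 26 and 23 when adjusted over the list alone. Pdgfrb was higher in uncrushed Schwann cells and in no other comparison.

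**Figure D1:**
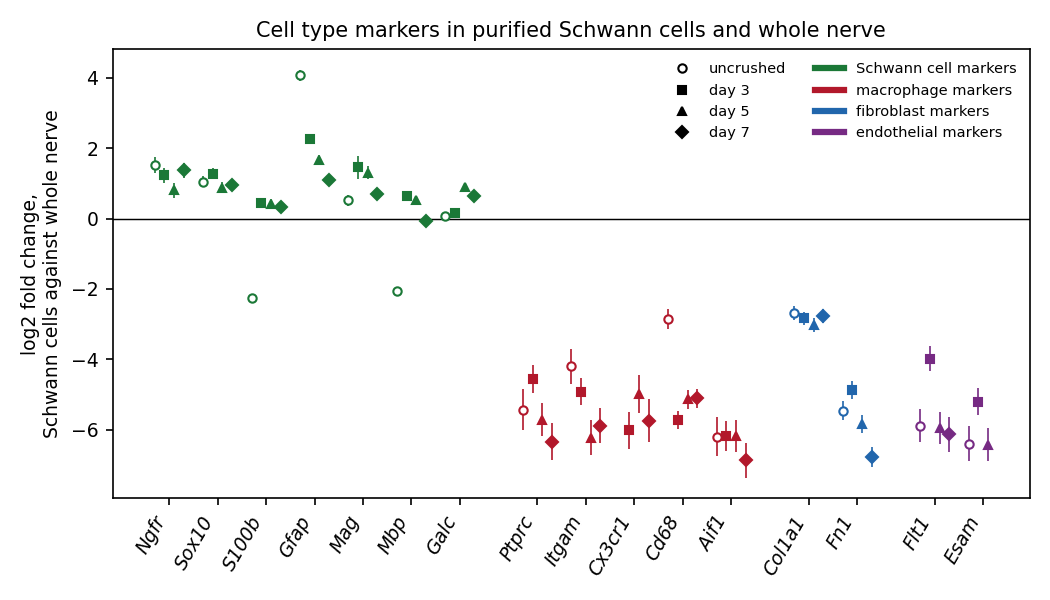
Log2 fold changes of markers of Fig. 2A in purified Schwann cells against whole nerve, by gene on the horizontal axis and with 1 symbol per time point. Bars are standard errors of the fit, and a gene whose Schwann cell libraries all lie at the floor of 3 counts is left out at that time point. The macrophage, fibroblast and endothelial markers lie below 0 at every time point shown, while S100b and Mbp lie below 0 only in uncrushed nerves apart from Mbp at day 7, whose sign depends on the scaling.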

Examination of FPKM values for known cell type-specific genes in our whole nerve and purified Schwann cell RNAseq data revealed high enrichment for Schwann cell-specific transcripts and depletion of transcripts from potential contaminating cell types. Specifically, we demonstrated the depletion of S100 expressing perineurial glia and satellite glial transcripts in our purified Schwann cell samples (Additional file 9) [13, 39] In addition, we were able to deplete macrophage, endothelial cell, and fibroblast cell type-specific markers at all timepoints examined (Fig. 2A). 

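Perineurial and satellite glial cells also express S100, so an antibody against S100 does not tell them from Schwann cells. The text of the paper does not name the genes it examined for them. Additional file 9, which it cites for their markers, was not used here, and lists of marker genes written for this comparison took its place. Of 5 perineurial genes, Lypd2 had too few counts to test and Slc2a1, Cldn1 and Msln were lower in Schwann cells than in whole nerve at every time point. Cldn1 had a log2 fold change of −7.56 (standard error 0.333, adjusted p = 2.54e-10, edgeR) in uncrushed nerves and between −8.27 and −6.59 after crush. Slc2a1 ranged from −1.47 to −1.31 over the 4 time points. Msln was at the floor in uncrushed Schwann cells, at least 4.64-fold lower than in whole nerve, and had a log2 fold change of −6.24 (standard error 0.501, adjusted p = 3.62e-07, edgeR) at day 3. The integrin gene Itgb4 was higher in Schwann cells before crush, at day 3 and at day 5, with log2 fold changes of 1.06, 1.42 and 0.90. At day 7 Itgb4 had 0.24 (standard error 0.127, adjusted p = 0.126, edgeR), and was called only under upper quartile normalization (adjusted p = 0.0340 to 0.148 over the alternatives, edgeR).

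Of 5 satellite glial genes, Fabp7 had too few counts to test. Gja1 and Slc1a3 were lower in Schwann cells at every time point, Gja1 with a log2 fold change of −5.56 (standard error 0.347, adjusted p = 6.60e-09, edgeR) before crush and Slc1a3 with −3.35, which fell to −6.98 at day 3. Glul did not differ before crush (log2 fold change −0.10 (standard error 0.123, adjusted p = 0.482, edgeR)) and was lower in Schwann cells after it, at −1.37, −1.46 and −1.65. Kcnj10 was higher in Schwann cells at all 4 time points, from 2.46 before crush to 0.89 at day 7. When adjusted over each list alone the calls were the same, 3 perineurial genes lower at every time point and 2 satellite glial genes lower before crush against 3 at each day after it.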

Given the large influx of myeloid cells into the nerve after injury, we wanted to more closely examine the possibility that our Schwann cell samples post-injury might be contaminated by infiltrating hematogenous myeloid cells. Based on absolute FPKM, we confirmed that while myeloid markers indeed increase significantly in the whole nerve transcriptome post-injury, these were near completely depleted in our purified Schwann cell samples (Fig. 2B).

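In whole nerve, 7212 of 15831 genes differed from uncrushed nerve at day 3, 6082 at day 5 and 4952 at day 7. Among the alternatives these counts moved most when at least a 2-fold change was required, which left 3297, 2719 and 2095. At day 7, 49.3% of the called genes were higher than in uncrushed nerve, and a fit on all 16 libraries, whose TMM factors are set across both tissues, gave 60.8% of 4694.

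Ptprc, the gene of CD45, had an FPKM of 4.07 ± 0.134 (SD, n = 2) in uncrushed whole nerve and 19.9 ± 1.07 at day 3, 14.5 ± 1.13 at day 5 and 12.7 ± 0.509 at day 7. Its log2 fold change against uncrushed whole nerve was 1.87 (standard error 0.102, adjusted p = 2.35e-07, edgeR) at day 3 and remained above 0 at days 5 and 7, at 1.42 and 1.23. Cx3cr1 rose from 5.88 ± 1.14 to 28.0 ± 0.474 FPKM at day 3, a log2 fold change of 1.83 (standard error 0.256, adjusted p = 2.22e-04, edgeR), and was at 13.2 ± 0.834 at day 5 and 12.5 ± 5.37 at day 7. Its change at day 5 was 0.74 (standard error 0.261, adjusted p = 0.0469, edgeR), and at day 7 it was not called (0.66 (standard error 0.264, adjusted p = 0.0852, edgeR)). In a fit on all 16 libraries the call at day 5 was lost (adjusted p = 0.116, edgeR, 3.81e-04 to 0.116 over the alternatives), and without the filter on low counts Cx3cr1 was called at day 7 as well (adjusted p = 0.00278, edgeR, 0.00278 to 0.181 over the alternatives). The value at day 7 lay between 0.14 and 1.04 depending on which of the 2 libraries of that day was left out. The other macrophage markers Itgam, Cd68 and Aif1 were higher than in uncrushed nerve at all 3 days, with log2 fold changes of 2.00, 2.23 and 1.72 at day 3.

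In purified Schwann cells Ptprc had an FPKM of 0.115 before crush, 0.285 at day 5 and 0.160 at day 7. At day 3 its 2 libraries differed, with 0.180 FPKM from 13.0 counts in replicate 1 and 1.29 FPKM from 160.0 counts in replicate 2. The log2 fold change of Ptprc in Schwann cells at day 3 was 2.76 (standard error 0.828, adjusted p = 0.0186, edgeR) with both libraries and 0.69 without replicate 2. Against whole nerve of the same day, Ptprc in Schwann cells had a log2 fold change of −4.56 (standard error 0.403, adjusted p = 2.55e-07, edgeR) at day 3, −5.72 at day 5 and −6.35 at day 7. Cx3cr1 had 2.00 counts in each uncrushed Schwann cell library, at least 36.9-fold lower than in uncrushed whole nerve, and log2 fold changes against whole nerve of −6.02, −4.98 and −5.74 at days 3, 5 and 7. All of its 21.0 counts at day 3 were in replicate 2.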

**Fig. 2:**
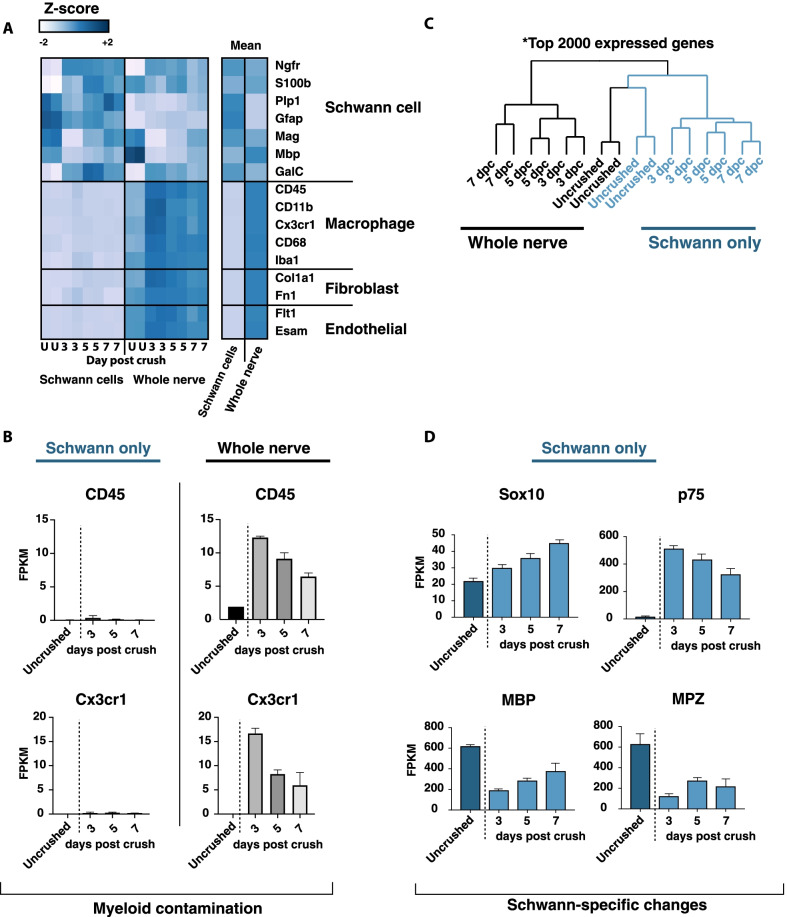
Purity of Schwann cell isolation. **A** Expression of typical Schwann cell, macrophage, fibroblast, and endothelial markers in whole nerve samples and purified Schwann cells at each day post-crush. **B** Expression of macrophage markers, CD45 and Cx3cr1, in purified Schwann cells as compared to whole nerve. Purified Schwann cells are almost completely devoid of myeloid markers. **C** Hierarchical clustering of all samples (top 2000 most variable genes; Linkage, average; ColumnPdistance, Spearman). **D** Schwann cell response to injury confirmed by expected upregulation of Sox10 and p75, and downregulation of myelin genes MBP and MPZ

Supporting the notion that purification of Schwann cells away from the sciatic nerve is crucial for the analysis of the Schwann cell injury response in order to avoid confounding transcriptome changes in other cell types after nerve injury, unsupervised hierarchical clustering demonstrated that expression profiles of naïve whole nerve and naïve Schwann cells cluster together while profiles of injured whole nerve and injured Schwann cells form distinct clusters (Fig. 2C). 

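The libraries were clustered with the settings the methods of the paper state, which are the 2000 most variable genes, standardization across rows, Spearman correlation and average linkage. The paper clustered FPKM from Cufflinks and its text names no log scale. The log2 of RSEM's FPKM plus a pseudocount of 1 was chosen as the input here. The top split of the tree separated the 8 Schwann cell libraries from the 8 whole nerve libraries, and the 2 libraries of every group paired first. The smallest branch that held the 4 libraries of uncrushed Schwann cells and uncrushed whole nerve also held all 12 libraries of crushed nerves, so the uncrushed libraries did not form a branch of their own. The injured Schwann cell libraries formed a branch without any other library, and so did the injured whole nerve libraries. The mean Spearman correlation was −0.0949 between uncrushed Schwann cells and uncrushed whole nerve, 0.189 between uncrushed and injured Schwann cells, 0.283 between uncrushed and injured whole nerve and −0.583 between injured Schwann cells and injured whole nerve. These are correlations across genes, which are not independent replicates. Of the settings tried, the 500 most variable genes gave another tree. There the injured Schwann cell libraries split off first, no library of crushed nerves lay inside the branch of the uncrushed libraries, and the correlation between uncrushed Schwann cells and uncrushed whole nerve was 0.0922 against −0.0884 between uncrushed and injured Schwann cells. The paper presents its own clustering, in which uncrushed samples group together and injured Schwann cells and injured whole nerve part, in support of the notion that Schwann cells need to be purified for their response to be seen apart from changes in other cells of the nerve.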

As a further quality control measure, we examined genes known to be up- or down-regulated in Schwann cells in the injured nerve. As expected, our RNAseq profiles revealed persistent expression of lineage marker Sox10, a marked downregulation of myelin genes MBP and MPZ and upregulation of immature and non-myelinating Schwann cell marker, NGFR after nerve crush injury (Fig. 2D).

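Sox10 had an FPKM of 64.3 ± 7.40 (SD, n = 2) in uncrushed Schwann cells, 65.4 ± 2.50 at day 3, 65.1 ± 1.73 at day 5 and 90.4 ± 7.23 at day 7. Its log2 fold change against uncrushed Schwann cells was 0.07 (standard error 0.115, adjusted p = 0.621, edgeR) at day 3 and −0.01 (standard error 0.116, adjusted p = 0.938, edgeR) at day 5, neither of which was called. The sign of both rests on single libraries, since the value at day 3 was −0.07 without replicate 1 of the uncrushed Schwann cells and 0.23 without replicate 2, and the value at day 5 was −0.16 and 0.15. Under upper quartile normalization the value at day 3 was −0.01 (adjusted p = 0.960, edgeR, 0.621 to 0.960 over the alternatives). At day 7 Sox10 was higher than before crush, with 0.45 (standard error 0.116, adjusted p = 0.0106, edgeR), and was not called in a fit on the 4 libraries of uncrushed and day 7 Schwann cells alone (adjusted p = 0.0572, edgeR, 0.00141 to 0.0572 over the alternatives). Mbp fell from 1660.2 ± 108 to 396 ± 19.5 FPKM at day 3, a log2 fold change of −2.05 (standard error 0.136, adjusted p = 1.71e-06, edgeR), with −1.82 at day 5 and −1.27 at day 7. Ngfr rose from 46.0 ± 11.3 to 1096 ± 51.6 FPKM at day 3, with a log2 fold change of 4.63 (standard error 0.198, adjusted p = 1.26e-07, edgeR), and remained at 4.03 at day 5 and 3.79 at day 7. In both uncrushed libraries Mbp had a higher FPKM, and Ngfr a lower FPKM, than in any of the 6 libraries of crushed nerves.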

### Validation of RNAseq results

Next, we examined the validity of our Schwann cell RNAseq transcriptome datasets by two orthologous methods. We began by identifying a list of transcripts that appeared from our RNAseq data to be highly regulated after nerve injury. To be selected, transcripts had to attain an FPKM of at least 30 FKPM at any timepoint, and were either highly upregulated (sevenfold or more increase in FPKM) or down-regulated (sevenfold or more decrease in FPKM) during the course of injury. 

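These thresholds were applied to RSEM's FPKM, averaged over the 2 libraries of each Schwann cell group. Of the 3247 genes that reached 30 FPKM in at least 1 of the 4 groups, 181 changed by at least 7-fold between uncrushed Schwann cells and a day after crush. At day 3 the thresholds selected 151 genes, at day 5 131 and at day 7 90. The threshold for a rise was met by 67, 61 and 47 genes and that for a fall by 85, 72 and 44. These add up to more than the total at each day. A gene with no signal both before crush and on that day meets both thresholds and is counted on both sides. The total and the split of each day therefore include such genes, which did not change on that day. Of the 181 genes, 179 had enough counts for edgeR's test, and 178 of these were called on at least 1 day. In 5 of them all uncrushed libraries lay at the floor, so that the fold is a bound. The selection includes 15 of the 16 genes of Fig. 3. The exception, Cited2, reached 42.3 FPKM at day 3 from 9.61 before crush. With RSEM's TPM in place of FPKM, the same thresholds selected 290 genes, the largest change among the settings tried.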

First, we used qRT-PCR to validate a subset of these top differentially expressed Schwann cell genes in the week following nerve crush injury. 

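The 16 genes of Fig. 3 were looked up in the sequencing data. At days 3, 5 and 7 alike, 12 of them were higher than in uncrushed Schwann cells and 4, Prx, Sparcl1, Mal and Cldn19, were lower, and the counts were 12 and 4 when adjusted over the list alone. The paper chose these genes from the same sequencing data, so the counts are not independent evidence. Gpr83 rose most at day 5, with a log2 fold change of 7.98 (standard error 0.323, adjusted p = 1.28e-07, edgeR), and had 7.64 at day 7. Edn3 had 0 counts in both uncrushed libraries and was at least 107-fold higher at day 3, 110.3-fold at day 5 and 30.7-fold at day 7. Runx2 had a log2 fold change of 6.10 at day 3, Tes 5.51, Tnc 4.30, Btc 4.23 and Spp1 3.23, and each of these was smaller at day 7, at 4.64, 4.73, 3.06, 2.48 and 1.35. Cd24 and Cited2 were largest at day 5, with log2 fold changes of 4.82 and 2.45. Prx had a log2 fold change of −6.01 (standard error 0.221, adjusted p = 6.37e-08, edgeR) at day 3 and −1.48 at day 7. Mal had −4.04, −3.56 and −2.46. Cldn19 had −5.45 and −1.90 at days 3 and 5 and, at day 7, −0.50 (standard error 0.150, adjusted p = 0.0198, edgeR).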

We found consistent agreement between the qRT-PCR data and our RNAseq findings (Fig. 3). Following qRT-PCR validation, we used in situ hybridization to confirm Schwann cell origin for the transcriptional changes observed. We designed fluorescence in situ hybridization probes directed against a subset of the top up- and down-regulated transcripts (Additional file 2), selected based on (a) biological interest and (b) amenability to specific probe design. We then performed simultaneous immunohistochemistry with an antibody directed against the Schwann cell marker, S100 (Fig. 4A–D) to validate Schwann cell-specificity for each in situ probe.

**Fig. 3:**
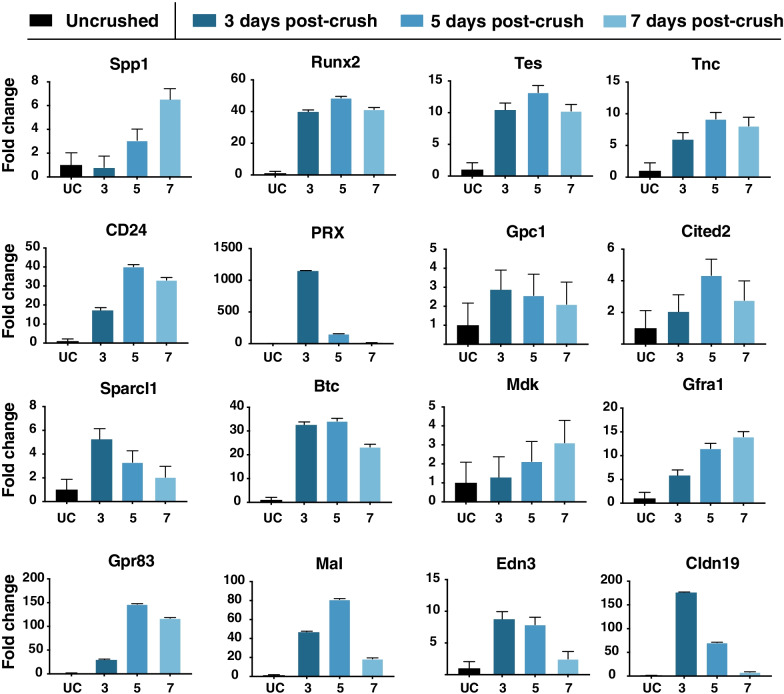
qRT-PCR validation. **A** Differentially expressed genes from the RNA-seq analysis were selected for validation by qRT-PCR. Schwann cells were purified from uncrushed or post-injury sciatic nerves and cDNA was generated for primer-based amplification using exon-spanning primers. UC: uncrushed. Spp1: secreted phosphoprotein 1, Runx2: runx family transcription factor 2, Tes: Testin LIM domain protein, Tnc: Tenascin C, PRX: periaxin, Gpc1: Glypican 1, Cited2: Cbp/P300 interacting transactivator with Glu/Asp rich carboxy-terminal domain 2, Sparcl1: SPARC Like 1, Btc, betacellulin, Mdk: midkine, Gfra1: GDNF family receptor alpha 1, Gpr83: G protein-coupled receptor 83, MaI: Mal, T cell differentiation protein, Edn3: endothelin 3, Cldn19: claudin 19

**Fig. 4:**
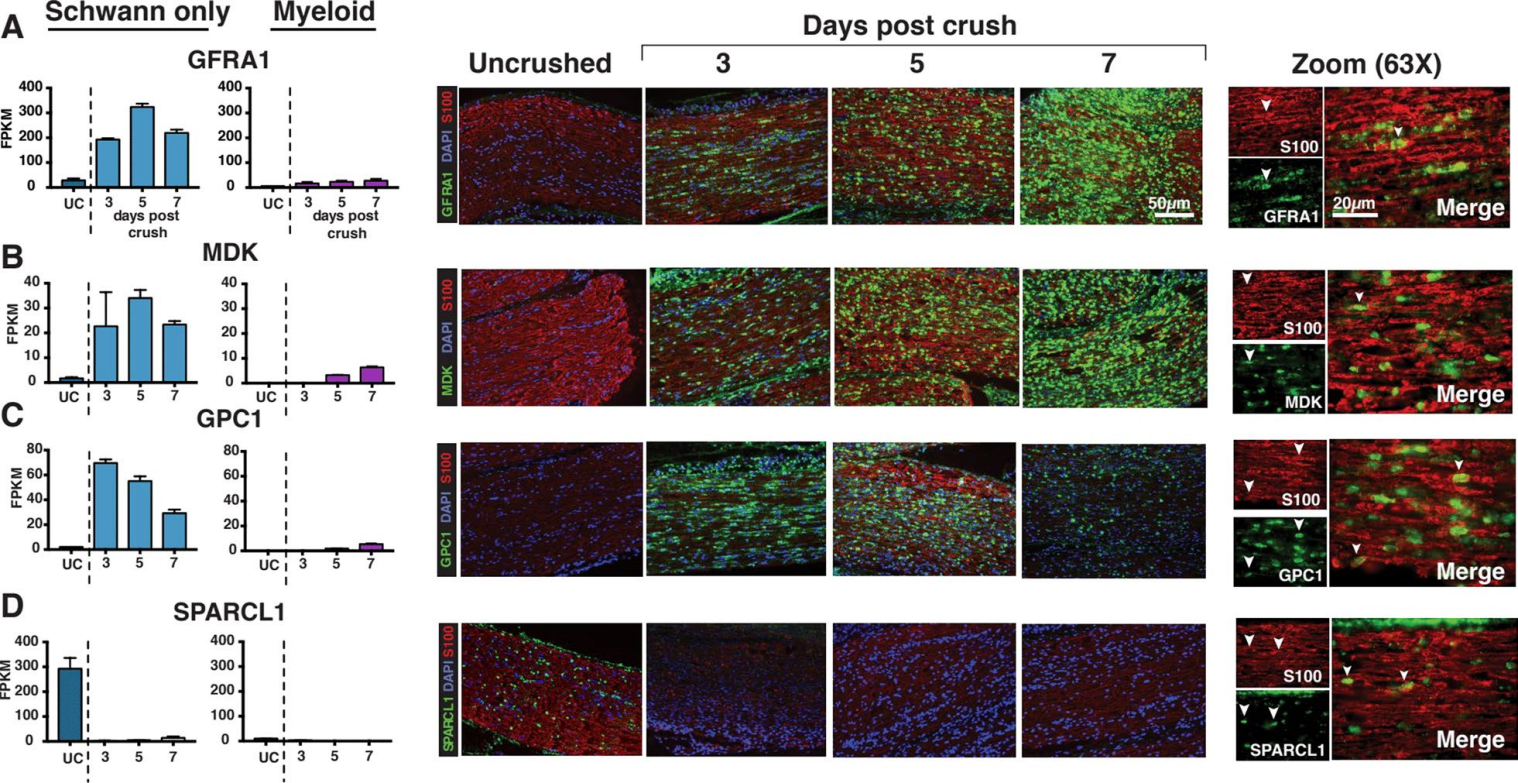
In situ hybridization spatial validation. **A–D** Four genes (GFRA1, MDK, GPC1, and SPARCL1) were selected for validation based on their clear response to injury in Schwann cells and lack of change in myeloid populations after injury. Sciatic nerves were counterstained with S100 (red) to confirm Schwann cell localization of expression changes. All four genes exhibit expected temporal expression patterns within the nerve (GFRA1, MDK, GPC1 increasing and SPARCL1 decreasing). Right, 63× zoom. Arrowheads highlight examples of S100 colocalization with the in situ probe for each candidate gene. Scales = 50 μm (left images), and 20 μm (right images)

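In the RNA of purified Schwann cells, Gfra1 had an FPKM of 83.0 ± 18.3 (SD, n = 2) before crush, 439 ± 5.47 at day 3, 607 ± 13.0 at day 5 and 472 ± 5.26 at day 7, and its log2 fold change at day 5 was 2.72 (standard error 0.123, adjusted p = 2.29e-07, edgeR). Mdk rose from 4.61 ± 0.693 FPKM to 41.4 ± 7.15, 60.9 ± 0.0778 and 49.0 ± 2.37, with a log2 fold change of 4.19 (standard error 0.194, adjusted p = 2.55e-07, edgeR) at day 5. Gpc1 rose from 5.26 ± 0.247 FPKM to 139.6 ± 8.87 at day 3 and stood at 90.9 ± 6.63 and 54.1 ± 5.47 at days 5 and 7, with a log2 fold change of 4.78 (standard error 0.132, adjusted p = 4.09e-08, edgeR) at day 3. Sparcl1 fell from 833 ± 87.9 FPKM to 6.20 ± 0.948, 8.49 ± 1.20 and 28.9 ± 10.7. In whole nerve the FPKM of Gfra1 was 25.1 before crush and 269 at day 5, that of Mdk 31.8 and 72.4, that of Gpc1 4.49 and 36.3 and that of Sparcl1 137 and 55.8. The sequenced CD45-positive cells were not analysed here.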

Our in situ hybridization confirmed the anticipated changes in gene expression in S100-positive Schwann cells, with putative upregulated transcripts exhibiting no signal co-localization with S100 immunostaining in uninjured nerves and co-localization with S100-positive Schwann cells post-injury. Similarly, putative down-regulated transcripts (SPARCL1) exhibited signal co-localized with S100 immunostaining prior to injury and were no longer detectable in immunolabeled Schwann cells after injury (Fig. 4).

For a subset of up- and down-regulated transcripts, we observed parallel trends in gene expression in S100-negative cells, in particular macrophages. Therefore, we wanted to further confirm that the transcriptomic changes we denoted originated in Schwann cells, and also differentiate immune responses due to Schwann cell expression of injury-related genes from those mediated by CD45-expressing myeloid cells. We sequenced CD45-positive myeloid cells that were depleted from our sciatic nerve cell suspension during CD45-based immunopanning post-injury. This data revealed that although CD45-positive macrophages exhibit occasional parallel trends in gene expression compared with purified Schwann cells, the level of the expression changes for these genes in this infiltrating population (absolute FPKM) was typically at least an order of magnitude less than in purified Schwann cells (Fig. 4A–D). This finding indicates that Schwann cells relative to macrophages are the primary drivers of gene expression changes for these differentially expressed genes post-injury.

### Analysis of Schwann cell-specific gene expression before and after peripheral nerve injury

We next used volcano plots to visualize global changes in Schwann cell gene expression at each post-crush timepoint relative to the naïve Schwann cell transcriptome (Fig. 5A–C) (calculated using the DESeq2 package). These comparisons revealed widespread transcriptomic changes (average = 5398, *p*adj < 0.05) in Schwann cells at each time post-crush stage. 

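Among 14961 genes tested in Schwann cells, 7860 differed from uncrushed Schwann cells at day 3, 4020 higher and 3840 lower. At day 5 the number was 8167, with 4333 higher and 3834 lower, and at day 7 it was 7016, with 3747 higher and 3269 lower. The mean over the 3 days was 7681 genes. DESeq2, the tool the paper used, called 6616 genes on average. The requirement of at least a 2-fold change moved the counts most among the alternatives, to 4067, 4213 and 3421. Lower genes then outnumbered higher ones, with 1742 higher and 2325 lower at day 3, 1798 and 2415 at day 5 and 1459 and 1962 at day 7. Without that requirement the larger direction also changed with the processing. Under upper quartile normalization 3562 genes were higher and 4265 lower at day 3 and 3883 and 4167 at day 5, and DESeq2 gave 3407 and 3432 at day 3.

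The lowest adjusted p-values among higher genes at day 3 belonged to Runx2, Npas2 and Gpc1. Npas2 had a log2 fold change of 5.15 (standard error 0.141, adjusted p = 4.09e-08, edgeR). Npas2, Slc22a23 and Sema3e had the lowest at days 5 and 7, and Sema3e had 6.05 (standard error 0.172, adjusted p = 9.42e-08, edgeR) at day 7. Among lower genes at day 3 they belonged to Adamts17, with −6.52 (standard error 0.172, adjusted p = 4.09e-08, edgeR), Lgr5, with −4.30, and Abca9, with −6.09. At days 5 and 7 Lgr5, Cp and Abca9 had the lowest, Cp with −3.20 (standard error 0.102, adjusted p = 7.08e-08, edgeR) at day 5. Some calls rest on 1 library. Wbp11, labelled in Fig. 5, was at the floor in uncrushed Schwann cells, with 0 counts in both libraries. It was called higher at day 5 (adjusted p = 0.0264, edgeR) from 583 counts in replicate 1 and 0 in replicate 2. Without replicate 1 no change of Wbp11 was left.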

The number of significant differentially expressed genes (DEGs) was relatively consistent at each timepoint (5495, 5744, and 4955 genes at days 3, 5, 7 after injury), although the composition of these genes differed throughout each stage. 

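Over the 3 days 10152 genes were called against uncrushed Schwann cells on at least 1 day. Of these, 2522 were called on 1 day, 2369 on 2 days and 5261 on all 3. The genes that changed in the same direction on all 3 days numbered 5225, 2781 higher and 2444 lower, or 51.5% of those called on any day. The genes called in opposite directions on different days numbered 110. Days 3 and 5 shared 65.3% of the genes called in the same direction on either day, days 5 and 7 70.1% and days 3 and 7 58.2%. Across genes, which are not independent replicates, Pearson's correlation of the log2 fold changes was 0.869 between days 3 and 5, 0.909 between days 5 and 7 and 0.810 between days 3 and 7. The 3 comparisons share their uncrushed libraries. In 20 simulated sets in which no gene changed, that sharing alone gave a mean correlation of 0.548 (range 0.487 to 0.595), a mean of 0.350 genes called on any day and 0 genes called on all 3.

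A gene called on 1 day and not on another is not thereby shown to differ between them, so the days were also compared directly. Between days 3 and 5, 1863 genes differed (911 higher and 952 lower at day 5), and between days 3 and 7, 3140 did (1532 higher and 1608 lower at day 7). Between days 5 and 7 the number was 291. The genes that differed in these 3 comparisons included 17.7%, 29.1% and 2.87% of the 10152. From day 5 to day 7, 60.5% of the called genes were higher at day 7, against 71.3% of 286 under upper quartile normalization. That normalization reversed the larger direction from day 3 to day 5 (944 higher and 905 lower) and from day 3 to day 7 (1748 and 1374). DESeq2 kept it, with 711 higher and 1024 lower from day 3 to day 5 and 1195 and 1565 from day 3 to day 7. From the number of genes called against uncrushed Schwann cells at each day, the paper concludes that the transcriptome changes widely at every stage, and it states that the genes involved differ from stage to stage.

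**Figure D2:**
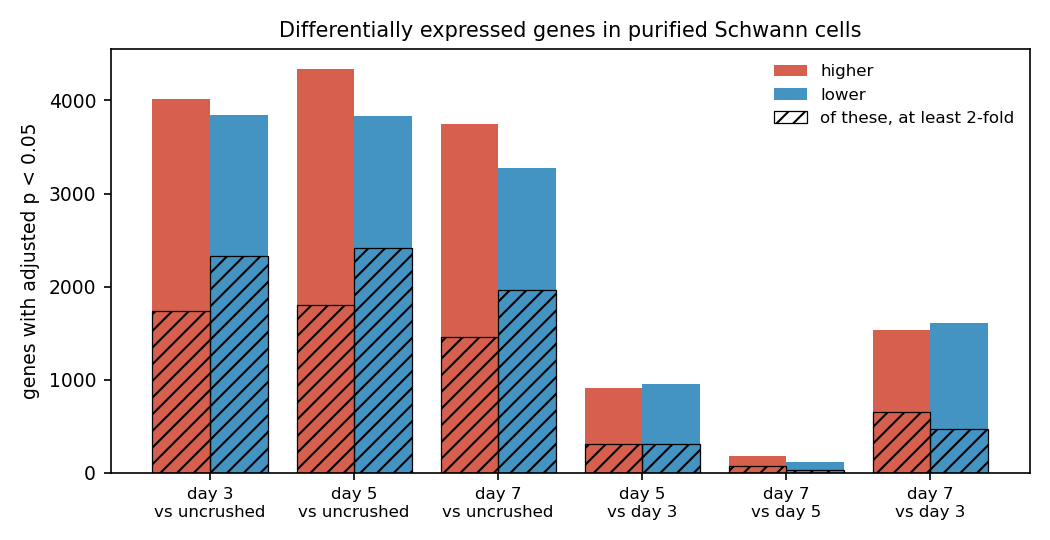
Number of genes called differentially expressed in purified Schwann cells, higher and lower shown apart. The vertical axis counts genes and the horizontal axis gives each day against uncrushed Schwann cells and the direct comparisons between days. Between 7016 and 8167 genes were called against uncrushed Schwann cells and between 291 and 3140 between days.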

The full list of DEGs at each timepoint can be found in Additional file 5.

**Fig. 5:**
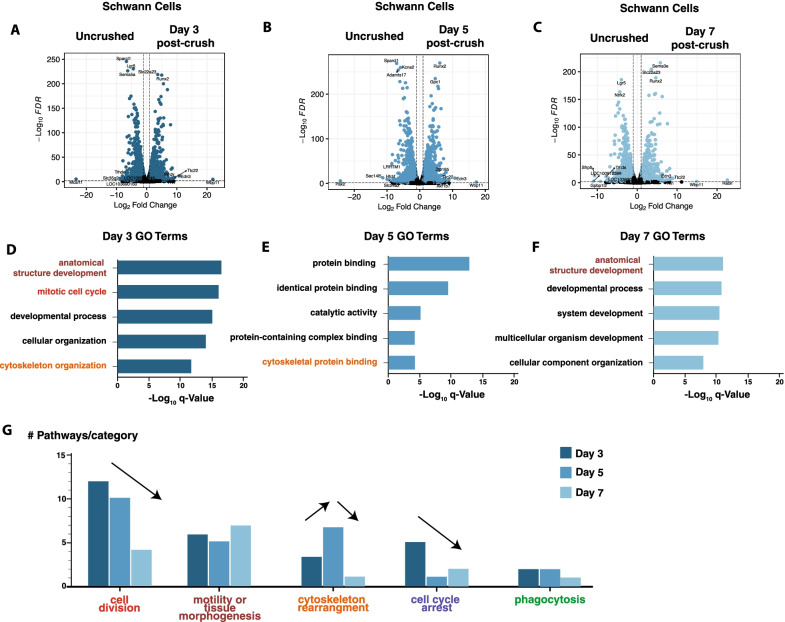
Schwann cell gene changes post-crush. **A–C** Volcano plots of purified Schwann cells at day 3, 5, or 7 post-crush as compared to Schwann cells purified from uncrushed nerves. **D–F** Enriched pathways in Schwann cells from each timepoint based on Gene Ontogeny (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) Pathway analysis of the top 2000 most upregulated genes at each post-crush timepoint (all genes with *p*adj < 0.05). **G** Most enriched pathways (or GO categories) at day 3, 5 and 7. GO terms were binned across each time point, with the top five most frequently observed terms presented here. Direction of arrows highlight that some pathways, e.g., cell division and cell cycle arrest, decrease with time post-crush, while others (cytoskeletal rearrangement) peak at intermediate timepoints post-injury

To identify the most relevant biological pathways and processes induced by nerve crush in Schwann cells, we performed Gene Ontogeny (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) Pathway analysis of the top 2000 most upregulated and downregulated genes at each post-crush timepoint (Fig. 5D–F, all genes with *p*adj < 0.05) (Additional files 6 and 7). Among upregulated genes, to determine which biological categories exhibit stage-dependent changes, we quantified how many GO hits were present at each post-injury timepoints (Fig. 5G). 

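The GO terms were not recounted here. Fixed lists of genes were tested in their place with camera, a competitive test in limma that compares the genes of a list with all other tested genes, at its preset correlation between genes of 0.01. Adjusted over 14 lists and 3 days, 27 of 42 pairs of list and day were called. The rotation test fry asks whether a list changes at all, without comparing it with other genes. A call by fry thus does not show that a list changed more than other genes. Fry called 38 and left out phagocytosis at days 5 and 7 and PI3K/Akt/mTOR at days 3 and 7. With a correlation estimated from the 8 libraries camera called 3, which were cell division at each of the 3 days (adjusted p = 0.0301 at each).

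All 24 cell division genes were higher than in uncrushed Schwann cells at every day, also when adjusted over the list alone, with a median log2 fold change of 1.68 at day 3, 1.44 at day 5 and 1.13 at day 7 (adjusted p = 2.54e-11, 1.93e-10 and 1.07e-09, camera). Birc5 rose most at day 3, with 2.14 (standard error 0.328, adjusted p = 4.50e-04, edgeR), and Top2a least, with 0.71 (standard error 0.121, adjusted p = 8.68e-04, edgeR). Of 27 cytoskeleton genes, 20 were higher and 3 lower at day 3, 22 and 2 at day 5 and 17 and 3 at day 7, or 21 higher at day 3 when adjusted over the list alone and otherwise the same counts. The median log2 fold changes were 1.03, 0.91 and 0.60 (adjusted p = 6.37e-06, 4.32e-05 and 0.00138, camera). Nes rose most, with 3.33 (standard error 0.139, adjusted p = 1.15e-07, edgeR) at day 3, and Stmn2 fell most, with −2.11. Of 14 phagocytosis genes, 5 were higher and 6 lower at each day, over all genes and when adjusted over the list alone. The list was not called by camera at any day (adjusted p = 0.860, 0.780 and 0.693), and fry called it at day 3 (adjusted p = 0.00341). Its medians were 0.11, −0.34 and −0.31, with Mertk at 3.17 and Gulp1 at −2.01 at day 3.

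The days were then compared directly, a test chosen after the results against uncrushed Schwann cells had been seen. From day 3 to day 5 the median change of the cell division genes was −0.19 (adjusted p = 0.0651, camera) and from day 3 to day 7 it was −0.50 (adjusted p = 1.16e-06, camera). The cytoskeleton genes did not differ between days 3 and 5 (median −0.06, adjusted p = 0.123, camera) and were lower at day 7 than at day 5 (median −0.30, adjusted p = 1.16e-06, camera). The phagocytosis genes did not differ between any 2 of these days, with adjusted p-values from camera of 0.0903 to 0.392.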

While some categories were quite consistent throughout all timepoints (motility, phagocytosis), others displayed significant enrichment at either day 3 (cell division) or day 5 (cytoskeletal rearrangement). The most highly downregulated GO terms at days 3, 5, and 7 after injury consistently relate to extracellular matrix production and cell adhesion (Additional file 7). 

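Of 44 collagen genes, 31 had enough counts to test. At day 3, 23 of them were lower than in uncrushed Schwann cells and 4 higher, at day 5 22 and 5, and at day 7 19 and 5, or 22 and 6 at day 7 when adjusted over the list alone. Their median log2 fold change was −1.37, −2.17 and −1.60 at the 3 days (adjusted p = 1.19e-05, 1.33e-05 and 8.02e-05, camera). Col3a1 fell most at day 3, with a log2 fold change of −5.12 (standard error 0.297, adjusted p = 7.10e-07, edgeR), and Col7a1 rose most, with 4.72 (standard error 0.243, adjusted p = 3.33e-07, edgeR). Of 24 laminin and integrin genes, 12, 13 and 14 were lower at days 3, 5 and 7 and 7, 6 and 6 higher, and 13 were lower at day 3 when adjusted over the list alone. The medians were −0.49, −0.58 and −0.55, and of the 3 days only day 7 was called (adjusted p = 0.102, 0.0502 and 0.0297, camera). Restricted to genes with at least 10 counts in every library, day 5 was called as well (adjusted p = 0.0416, camera). Itga3 rose most at day 3, with 3.67 (standard error 0.420, adjusted p = 6.38e-05, edgeR).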

Our GO analysis of downregulated transcripts also highlighted a strong silencing of ion channel expression, likely reflecting the dismantling of highly specialized Schwann cell membrane regions in close proximity to axons [3, 7, 45] (Additional file 7).

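Of 179 ion channel genes, 84 had enough counts in Schwann cells to test. At day 3, 39 were lower than in uncrushed Schwann cells and 20 higher, at day 5 35 and 17, and at day 7 28 and 16. When adjusted over the list alone the lower genes numbered 40, 36 and 28 and the higher genes 21, 18 and 16. The median log2 fold change was −0.69 at day 3, −0.49 at day 5 and −0.11 at day 7, and −0.69, −0.49 and −0.11 with the genes at the floor placed at their bounds. The list was called at days 3 and 5 and not at day 7 (adjusted p = 0.0297, 0.0377 and 0.187, camera). From day 5 to day 7 it rose by a median of 0.12 (adjusted p = 0.0495, camera). The potassium channel gene Kcna2 had a log2 fold change of −5.99 (standard error 0.192, adjusted p = 4.97e-08, edgeR) at day 3, −3.85 at day 5 and −1.78 at day 7. Kcng2 was at the floor at day 3 and at least 7.25-fold lower than before crush. Kcng1 had all its uncrushed libraries at the floor and was at least 94.9-fold higher at day 3, 65.1-fold at day 5 and 42.3-fold at day 7.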

### Using WGCNA to identify co-regulated networks in the Schwann cell injury response

Finally, we wondered whether we could identify families of genes who displayed similar expression patterns across all post-injury timepoints within Schwann cells. While this analysis could include consistent up- and down-regulated trends throughout the duration of the injury, it could alternatively involve, for example, groups of genes that peak at 3 days post-injury and then decay, or those that remain low until before increasing at 7 days post-injury. Categorizing genes by these patterns allows for a more nuanced understanding of which pathways share temporal characteristics during injury. Therefore, we performed unsupervised grouping of Schwann cell-specific genes into ten distinct modules using weighted gene co-expression network analysis (WCGNA), each defined by a distinct pattern of gene expression over the examined timecourse (Fig. 6A, B). These clusters can be mined individually to discover potentially novel pathways and groups of Schwann cell genes regulated in distinct patterns after nerve injury. 

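The deposited module table lists 6274 genes with a module number from 1 to 10 and the Cufflinks FPKM of 8 Schwann cell columns, 2 per group. The modules hold 54, 55, 60, 83, 90, 199, 430, 597, 2145 and 2561 genes. The network analysis was not repeated here. To compare the modules, the FPKM of each gene was scaled from 0 in its lowest of the 8 columns to 1 in its highest, and the scaled values were averaged over the genes of a module. Modules 1, 2, 3 and 7 were highest in uncrushed Schwann cells, modules 5 and 8 at day 3, modules 9 and 10 at day 5 and modules 4 and 6 at day 7. Module 9 averaged 0.0821 before crush, 0.355 at day 3, 0.883 at day 5 and 0.731 at day 7, and module 10 averaged 0.0621, 0.632, 0.915 and 0.616. Of the settings tried, RSEM's FPKM in place of the table's values moved the profiles most and left the highest and lowest group in place in 7 of 10 modules. Module 4 was then highest before crush, module 5 at day 5 and module 9 at day 7. In the table 69.7% of 6245 genes were highest at day 5, and in RSEM's FPKM 35.6%. Single columns set the peak of 3 modules. Without column 1 of the uncrushed Schwann cells module 2 was highest at day 5, without column 2 of the uncrushed Schwann cells module 4 was highest before crush, and without column 2 of day 3 module 5 was highest at day 5.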

A full list of genes belonging to each module can be found in Additional file 8. To demonstrate the feasibility of clustering injury response genes in these groups, we sampled three modules (1, 5, and 8) that exhibit distinct temporal patterns of expression and asked which pathways were most abundant in each (Fig. 6C–E). Module 1 genes, which decline rapidly after injury, were enriched in genes associated with membrane organization and formation of membrane sub-domains, consistent with dismantling of myelin nodes and paranodes. This is in contrast to module 5 and 8 genes, which spike rapidly after injury and are most associated with metabolic and cell cycle processes, likely reflecting Schwann cell proliferation after injury.

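The scaled FPKM of module 1 averaged 0.884 ± 0.153 (SD of the 2 columns) in uncrushed Schwann cells, 0.386 ± 0.0368 at day 3, 0.215 ± 0.00851 at day 5 and 0.0468 ± 0.00459 at day 7. In the counts, 53 of its 54 genes were lower than before crush at day 3, 54 at day 5 and 54 at day 7. A list of genes of nodes, paranodes and other membrane domains of myelinating Schwann cells was set against the modules. Of its 11 genes with a module, 3 were in module 1, Nfasc, Ank3 and Epb41l3 (one-sided Fisher's exact test, adjusted p = 0.00226 over 180 pairs of list and module). Nfasc had a log2 fold change of −1.17 (standard error 0.129, adjusted p = 4.78e-05, edgeR) at day 3 and −1.90 at day 7, Ank3 −0.58 and −1.20 and Epb41l3 −1.41 and −2.05. Mag, Gldn, Prx and Drp2 were in module 7. Over all tested genes of the list, 9 of 15 were lower at day 3, 9 at day 5 and 10 at day 7, also when adjusted over the list alone, and 2, 3 and 2 were higher. The median log2 fold change was −1.14, −1.14 and −0.90 (adjusted p = 0.00204, 0.00719 and 0.00428, camera).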

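Module 8 averaged 0.0560 ± 0.0572 (SD of the 2 columns) of its range before crush, 0.905 ± 0.0523 at day 3, 0.766 ± 0.0703 at day 5 and 0.429 ± 0.0109 at day 7. In the counts, 516 of its 596 genes were higher than before crush at day 3, 368 at day 5 and 268 at day 7, and 0, 25 and 49 were lower. Module 5 averaged 0.0325 ± 0.0264 before crush and 0.682 ± 0.450 at day 3, where column 1 gave 0.364 and column 2 gave 1.00. At day 5 it averaged 0.586 ± 0.0847 and at day 7 0.476 ± 0.0730. Its differences between days 3, 5 and 7 are smaller than the difference between the 2 columns of day 3. Of 86 genes of module 5 with enough counts, 62, 61 and 57 were higher than before crush at the 3 days.

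The fixed lists were set against both modules. Of 22 cell division genes with a module, 18 were in module 10 (one-sided Fisher's exact test, adjusted p = 0.00226), 4 in module 8 (adjusted p = 0.835, same test) and 0 in module 5. The 4 in module 8 were Cenpf, Kif20a, Ndc80 and Nuf2. Module 5 held 33 of 64 ribosomal protein genes with a module (adjusted p = 4.64e-44, one-sided Fisher's exact test). Of 16 genes measured by qRT-PCR, 7 were in module 8. From the metabolic and cell cycle terms enriched in modules 5 and 8, the paper proposes that both modules reflect the proliferation of Schwann cells after injury.

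**Figure D3:**
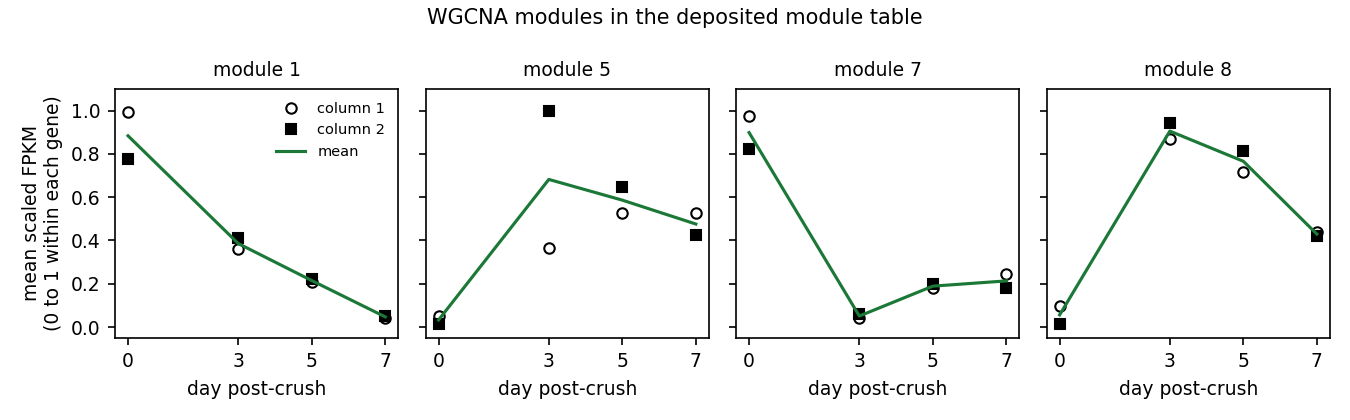
Mean scaled FPKM of modules 1, 5, 7 and 8 in purified Schwann cells, from 0 at the lowest to 1 at the highest column of each gene, against days after crush with uncrushed nerves at 0. Points are the 2 columns of each group and lines join their means. Module 1 falls from 0.884 to 0.0468, module 8 peaks at 0.905 at day 3, and the 2 columns of module 5 at day 3 lie at 0.364 and 1.00.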

**Fig. 6:**
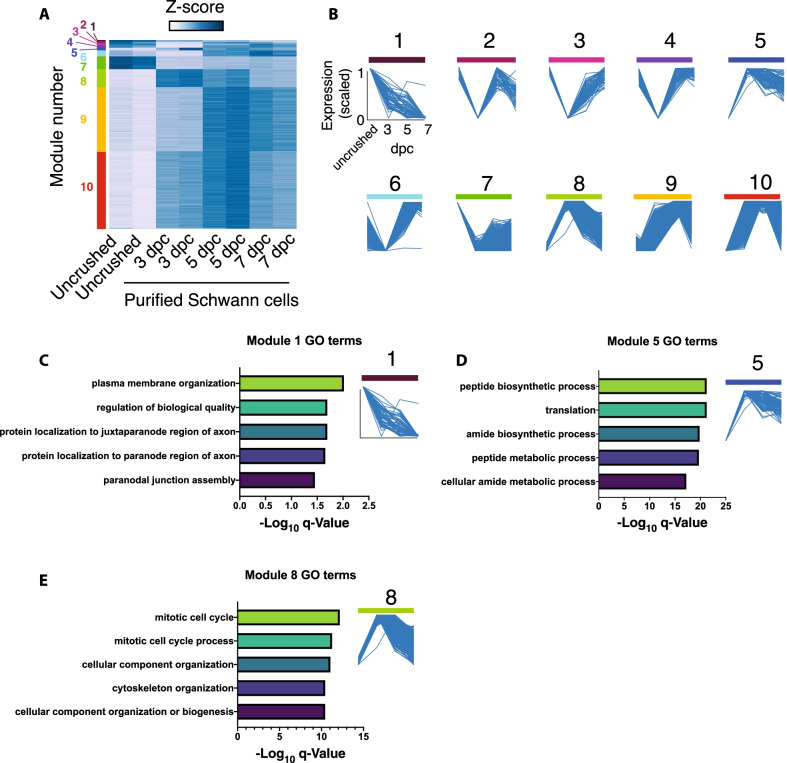
WGCNA of purified Schwann cells after sciatic nerve crush. **A**, **B** WGCNA on purified Schwann cells. The power value within the blockwise consensus module was determined by examining the soft-threshold-mean-connectivity curve (*p* = 21). The minimum WGCNA module size was 30 genes. Modules with < 0.25 similarity were merged to produce 10 final modules. **C**–**E** Enriched GO terms for 3 modules (1, 5, and 8) with distinct expression patterns

### Acute regulation of PI3K/Akt/mTOR and AGE/RAGE activation in the Schwann cell injury response

Our WCGNA analysis also highlighted the temporal regulation of specific molecular pathways that are of interest for further study. 

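A list of 20 genes of PI3K/Akt/mTOR signaling was set against the module table, in which 14 of them have a module. Module 8 held 2, among them Pik3ca (one-sided Fisher's exact test, adjusted p = 1.00 against 9.52% of all genes of the table). Module 10 held 7, among them Akt1, Akt2, Tsc1, Tsc2 and Rptor. Module 9 held 3, Mtor, Rheb and Rps6kb1, and module 4 held 2, among them Pik3r1.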

The PI3K/Akt pathway, implicated in multiple studies involving the Schwann cell response to injury, Schwann cell proliferation, and in the initiation of Schwann cell myelination, was grouped into module 8, a cluster of genes for which expression increases sharply by day 3 after injury and then decreases in expression intensity by day 5 and further by day 7 after injury [10, 35, 47]. WGCNA analysis also identified the AGE–RAGE pathway within module 7, a cluster of genes sharply downregulated at 3 days post-injury that gradually increase back towards baseline expression at days 5 and 7 after injury.

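Module 7 averaged 0.899 ± 0.108 (SD of the 2 columns) of its range before crush, 0.0508 ± 0.0101 at day 3, 0.189 ± 0.0136 at day 5 and 0.213 ± 0.0443 at day 7. In the counts, 423 of its 425 genes were lower than before crush at day 3, 421 at day 5 and 418 at day 7. Of 39 genes of a list of AGE-RAGE signaling with a module, 12 were in module 7, or 30.8% against 6.85% of all genes of the table (one-sided Fisher's exact test, adjusted p = 2.91e-04). Module 10 held 12 others. Over the 61 genes of the list with enough counts, 26 were lower and 17 higher at day 3, 30 and 14 at day 5 and 29 and 11 at day 7. When adjusted over the list alone the lower genes numbered 27, 30 and 30 and the higher genes 17, 16 and 13. Over these genes the median log2 fold change was −0.27 at day 3, −0.47 at day 5 and −0.44 at day 7, and the list was called as lower at days 5 and 7 (adjusted p = 0.140, 0.0292 and 0.0174, camera). The list includes genes of collagens I, III and IV, which also belong to the collagen list. The immediate early genes Fos, Egr1 and Zfp36 are also in module 7, and in the paper's own FPKM Fos was 287-fold higher in dissociated than in intact whole nerve.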

## Discussion

The transformation of the Schwann cell in response to peripheral nerve injury has long been recognized as a key feature of the peripheral nerve’s remarkable ability to regenerate and yet the molecular underpinnings of this transformation have remained incompletely understood. Here, we provide an RNAseq dataset on Schwann cells acutely purified from rodent peripheral nerves at multiple timepoints during the 1st week after nerve crush to provide insight into the transcriptional changes underlying the Schwann cell response to injury.

We used published immunopanning methods to purify Schwann cells away from other cell types in the nerve, including resident macrophages, hematogenous immune cells, and endoneurial fibroblasts at postnatal day 18. Several methodological points deserve brief discussion. First, O4 is highly expressed by all Schwann cells (both the myelinating and non-myelinating (Remak)) at rat postnatal day 18 [20]. While it is plausible that some Schwann cells may not bind to our O4 coated panning for technical reasons such as incomplete tissue digestion, we have no reason to believe that we have excluded a biologically meaningful Schwann cell sub-population. Secondly, purification of viable Schwann cells from uninjured whole sciatic nerves is increasingly difficult as the nerve ages. Connective tissue becomes increasingly difficult to digest and myelinating cell processes are increasingly difficult to dissociate from axons without causing Schwann cell death. We chose postnatal day 18 as our initial timepoint because it represents a temporal stage at which both myelinating and unmyelinating Schwann cells are reaching maturity and yet can still be dissociated from the nerve in sufficient numbers [19, 29]. Nonetheless, potential subsequent maturational changes should be taken into account when interpreting our data as representative of the adult nerve. Finally, given that immunopanning is performed at room temperature, we do not anticipate significant changes in cellular gene profiles during the cell purification process, with the exception of immediate early genes. We have confirmed this by comparing transcriptomes of whole nerve with dissociated nerve (without immunopanning).

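Genes were counted as detected at an FPKM of at least 1 in both libraries of a group. By this count 12643 genes were detected in at least 1 of the 4 Schwann cell groups, 11706 in uncrushed Schwann cells, 11242 at day 3, 11339 at day 5 and 11477 at day 7, and 10350 in all 4 groups. The threshold decides the number. At least 0.1 FPKM gave 16737 genes over the Schwann cell groups, the setting that moved it by the most genes, and at least 5 FPKM gave 8772. With at least 10 counts in both libraries it was 14587.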

While recent single cell expression analyses contribute unprecedented granularity to our knowledge of Schwann cell gene expression, they lack the sequencing depth provided by bulk RNAseq to more accurately define and quantify the molecular changes occurring in Schwann cells after injury (~ 1000 genes per Schwann cell detected in Wolbert et al. vs ~ 8000 in this study). Thus, both approaches are valuable tools for understanding the Schwann cell response to injury and should be viewed as complementary to one another. Our initial analysis of our bulk RNAseq results underlines several familiar themes of Schwann cell transdifferentiation, as well as potential avenues for future study. These are outlined below.

### Tissue morphogenesis

There has long been consensus that Schwann cells distal to a site of peripheral nerve injury reorganize to form cellular columns known as Bungner’s bands. The importance of these cellular columns for successful nerve regeneration is also well-established, yet the mechanisms underlying the formation of these bands remains incompletely understood. Elegant studies using lineage tracing analysis have recently provided insight into the Schwann cell sub-type contributions and changes in Schwann cell structure that enable the formation of these columns [2]. The molecular underpinnings of these changes, however, remain unclear. Our GO and KEGG analysis of highly upregulated transcripts revealed a large proportion of terms related to cytoskeletal rearrangement, tissue morphogenesis, and ECM receptor expression. Further mining of these transcriptional changes within our database could yield important insight into the regulation of molecular pathways that direct this aspect of the Schwann cell injury response.

### Phagocytosis

Recent work has highlighted that in parallel with macrophages, Schwann cells contribute to debris clearance within the injured peripheral nerve [5, 15]. Accordingly, our KEGG analysis of genes highly upregulated after injury highlights endocytosis and lysosomal degradation as key upregulated cellular processes in the 1st days after injury. 

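Of 30 lysosome genes, 22 were higher than in uncrushed Schwann cells at day 3, 19 at day 5 and 17 at day 7, or 19 at day 7 when adjusted over the list alone, and 0, 2 and 2 were lower. Over the list the median log2 fold change was 0.55 at day 3, 0.51 at day 5 and 0.42 at day 7 (adjusted p = 2.84e-06, 8.02e-05 and 5.15e-04, camera), with a median fall of −0.18 from day 3 to day 5 (adjusted p = 0.0319, camera). Lipa rose most, with a log2 fold change of 4.33 (standard error 0.150, adjusted p = 5.46e-08, edgeR) at day 3, from 5.96 ± 0.686 FPKM (SD, n = 2) before crush to 116 ± 5.11 at day 3, 88.4 ± 2.95 at day 5 and 46.8 ± 8.63 at day 7. Ctsl had the lowest value of the list at day 3, with −0.19 (standard error 0.117, adjusted p = 0.207, edgeR). Genes of endocytosis were not tested as a list.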

While macrophages express a broad repertoire of phagocytic receptors in the injured nerve, Schwann cell-mediated phagocytosis involves specific upregulation of TAM (Tyro, Axl, Mer) receptors Axl and Mertk [5]. The involvement of lectin-mediated phagocytosis, specifically galectin-3, in Schwann cells debris clearance has also been suggested [37]. The role of this pathway in peripheral nerve repair has however been debated, with galectin-3 knock-out mice exhibiting an unexpected enhanced capacity for peripheral nerve regeneration [34]. Galactose metabolism was one of the most upregulated pathways revealed through our KEGG analysis, suggesting that this the involvement of this pathway in the Schwann cell response to injury may merit further study.

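Of 16 genes of galactose metabolism, 9 were higher than in uncrushed Schwann cells at day 3, 8 at day 5 and 7 at day 7, and 3, 2 and 3 were lower. When adjusted over the list alone 10 were higher at day 3. Galactose metabolism as a list had a median log2 fold change of 0.59 at day 3, 0.59 at day 5 and 0.33 at day 7, and the list was called at day 3 and not at days 5 and 7 (adjusted p = 0.0258, 0.0561 and 0.0884, camera). The fry test called it at all 3 days, with adjusted p-values of 3.80e-04 at day 5 and 7.09e-04 at day 7. That test does not compare the list with other genes. Galk1, the gene of galactokinase, rose most at day 3, with a log2 fold change of 1.92 (standard error 0.218, adjusted p = 6.25e-05, edgeR), from 3.07 ± 0.792 FPKM (SD, n = 2) to 11.2 ± 0.778 at day 3, 9.63 ± 1.55 at day 5 and 9.64 ± 0.134 at day 7. Pfkm fell most, with −2.73 (standard error 0.134, adjusted p = 2.65e-07, edgeR) at day 3.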

### Extracellular matrix changes

Our transcriptional profiling of the post-injury sciatic nerve also highlights extracellular matrix changes. On the side of infiltrating myeloid cells, we observed a strong upregulation of glycan breakdown enzymes after injury. Two Schwann cell transcripts, Sparcl1 and Sema5a, are among the most significantly downregulated genes within the first week after injury. 

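Sparcl1 had a log2 fold change of −7.00 (standard error 0.283, adjusted p = 9.54e-08, edgeR) at day 3, −6.63 (standard error 0.278, adjusted p = 1.48e-07, edgeR) at day 5 and −4.88 (standard error 0.254, adjusted p = 7.42e-07, edgeR) at day 7 in Schwann cells. By adjusted p it ranked 39 among the 3840 lower genes at day 3, 33 of 3834 at day 5 and 56 of 3269 at day 7, and by log2 fold change it ranked 44, 48 and 84. Sema5a had a log2 fold change of −4.06 (standard error 0.210, adjusted p = 3.44e-07, edgeR) at day 3, −6.21 (standard error 0.239, adjusted p = 1.03e-07, edgeR) at day 5 and −3.79 (standard error 0.208, adjusted p = 9.65e-07, edgeR) at day 7, from 60.9 ± 4.50 FPKM (SD, n = 2) before crush. It ranked 112, 19 and 73 by adjusted p and 238, 59 and 189 by log2 fold change at the 3 days.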

Sparcl1, or Hevin, a secreted non-neuronal protein is implicated in synapse initiation and remodeling during development and after injury [11]. Most work to date on Sparcl1 has been in the CNS [6, 11, 23]. The magnitude of transcriptional regulation revealed in our RNAseq dataset suggests that this protein is likely playing a role in the Schwann cell injury response beyond synapse regulation at the neuromuscular junction. Sema5a, a thrombospondin repeat-containing axon guidance molecule is known to contribute to CNS axon outgrowth inhibition after injury [14]. The effect of Schwann cell downregulation of Sema5a on PNS axon regeneration has not yet been studied.

### Regulation of PI3K/Akt/mTOR and AGE/RAGE activation

A complex interplay between the Mek/ERK1/2-MAPK and PI3K/Akt/mTOR pathways is suggested in Schwann cell myelination and myelin pathologies [17]. A dual role for the PI3K/Akt/mTOR pathway in Schwann cell development and myelination has been reported, with activation of the pathway required for the inhibition of premature Schwann cell differentiation during development, and then subsequently for positive promotion of myelin growth [10]. Whether this pathway is differentially implicated in developmental myelination versus post-injury re-myelination has not been extensively studied. 

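The transcripts of the PI3K/Akt/mTOR list were compared with uncrushed Schwann cells. RNA levels do not measure the activity of the kinases. Of the 20 genes, 7 were higher and 6 lower at day 3, 5 and 5 at day 5 and 6 and 5 at day 7. The counts were the same when adjusted over the list alone. The list had a median log2 fold change of −0.04 at day 3, 0.11 at day 5 and 0.04 at day 7, the last of which was −0.01 with the size factors of DESeq2. Camera called the list at no day (adjusted p = 0.883, 0.857 and 0.991), and fry called it as higher at day 5 (adjusted p = 0.0315). Pik3cd rose most at day 3, with a log2 fold change of 2.89 (standard error 0.517, adjusted p = 0.00116, edgeR) but an FPKM of only 0.530, and its change at days 5 and 7 was not called by DESeq2. Pik3cb fell most, with −1.65 (standard error 0.301, adjusted p = 0.00130, edgeR). Akt1 had 1.01 (standard error 0.0904, adjusted p = 1.23e-05, edgeR) at day 3, 1.13 at day 5 and 0.91 at day 7, with an FPKM of 23.4 ± 1.51 (SD, n = 2) before crush and 52.2 ± 0.643 at day 5. Pik3ca had 0.32 (standard error 0.101, adjusted p = 0.0225, edgeR) at day 3, a call that was lost with DESeq2 and under upper quartile normalization (adjusted p = 0.0218 to 0.0648 over the alternatives, edgeR and DESeq2). Between days 3 and 7 the list fell by 0.12 in the median on the log2 scale, which was not called (adjusted p = 0.649, camera).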

Our data suggest that activation of PI3K/Akt/mTOR following nerve injury is dramatic at the acute stage, but rapidly declines towards baseline levels by 1 week post-injury. Further study of the temporal regulation of this pathway could suggest an anticipated second wave of expression. Additionally, differential spatial regulation of the PI3K/Akt/mTor signaling between proximal and more distal portions of the regenerating nerve may elucidate differences between developmental and post-injury Schwann cell differentiation and myelination. In our CD45-positive myeloid cell sequencing results, we observed a significant upregulation of MAPK signaling, as reported following CNS injury [48].

The AGE/RAGE pathway has to date been most heavily studied in age-related vascular dysfunction where it has been found to mediate age-related vascular stiffening. The accumulation of AGEs is known to be accelerated in diabetes [9, 38]. Although the AGE receptor RAGE is expressed in Schwann cells, its role in the peripheral nerve has not yet been studied [42]. Recent work shows that age-related changes in Schwann cells contribute to failure of the aged PNS to regenerate to the same extent as the young PNS [36]. Our observation that a decrease in RAGE occurs in parallel with the Schwann cell reprogramming indicates that a silencing of this pathway is at least involved in, if not required for a successful Schwann cell response to injury. Such silencing may not be feasible in the aged and diabetic nerve, where AGEs have heavily accumulated. 

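Ager, the gene of RAGE, had few counts in Schwann cells, with 5.00 and 13.0 in the uncrushed libraries, 16.0 and 20.0 at day 3, 27.0 and 18.0 at day 5 and 16.0 and 16.0 at day 7. Its FPKM was 0.570 ± 0.382 (SD, n = 2) before crush, 0.725 ± 0.163 at day 3, 1.06 ± 0.198 at day 5 and 0.915 ± 0.233 at day 7. The log2 fold change was 0.36 (standard error 0.602, adjusted p = 0.632, edgeR) at day 3, 0.86 (standard error 0.591, adjusted p = 0.242, edgeR) at day 5 and 0.61 (standard error 0.607, adjusted p = 0.434, edgeR) at day 7, so a change of Ager was not detectable at this depth. Its sign at day 3 rests on 1 library, since the value was −0.25 without replicate 1 of the uncrushed Schwann cells and 1.33 without replicate 2, and at day 7 it was 0.00 and 1.58. Ager is not among the genes of the module table.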

Failed downregulation of AGE–RAGE signaling could help to explain a defective Schwann cell response to injury in aged nerves and possibly a defective homeostatic nerve repair mechanism in diabetic neuropathy.

### Relevance to human peripheral nerve injury

The ultimate value of findings in rodent models of nerve injury depends on their relevance to human disease. Data on the human Schwann cell response to injury are extremely scarce. Recent studies using degenerating nerve fascicles in vitro, however, demonstrate important parallels between rodent and human Schwann cells [31, 43]. Importantly, human Schwann cells appear to recapitulate key features of murine repair Schwann cells. Namely, human Schwann cells demonstrate adaptive cellular reprogramming after injury including cJUN upregulation and expression of immature Schwann cell markers L1CAM, NEUM and NGFR, downregulation of myelin-associated genes such as MBP and MYP0, and participation in debris clearance [43]. Schwann cells in both species demonstrate a reduction in the Schwann cell injury response with increased age [5, 31]. Interestingly, work on the relative timing of early events in the human Schwann cell injury response indicates that the Schwann cell injury response in humans is delayed in comparison with mice [31]. Specifically, human Schwann cells exhibit delayed myelin degradation, delayed transdifferentiation (slower/less robust silencing of differentiation genes and slower/less robust induction of repair genes) and reduced adaptation of lipid metabolism. The regenerative capacity of the rodent peripheral nerve (4.5 mm/day) is also known to exceed that of the human nerve (1–1.5 mm/day) and could be tightly linked to differences in the Schwann cell injury response [31]. The underpinnings of these differences are not yet well understood. This recent work supports the relevance of work performed in murine models of peripheral nerve injury to human peripheral nerve repair. Additional studies in human Schwann cells are needed to deepen our understanding of the similarities and differences between Schwann cell injury responses in these two species.

## Future perspectives

A fascinating aspect of Schwann cell biology is the bifurcation of the Schwann cell lineage during development to form two distinct populations of mature Schwann cells, non-myelinating (Remak) cells and myelinating Schwann cells. Our understanding of the gene expression differences between Remak and myelinating Schwann cells has until very recently remained rudimentary, based on small handful of cell-subtype specific markers such as GFAP and myelin proteins [19]. Using single cell sequencing and genetic labeling, Gerber and colleagues have very recently provided the first transcriptome data for the developing Schwann cell lineage that includes separation of the Remak and myelinating Schwann cell populations [13]. For years, despite advances in other aspects of the Schwann cell response to injury, how the roles of these two Schwann cell sub-types compare during peripheral nerve regeneration has remained elusive. Recent studies have provided the first insights into the morphological contributions of myelinating and non-myelinating Schwann cells after nerve transection, demonstrating that both myelinating and non-myelinating Schwann cells have the capacity to change their shape and transform into elongated repair cells and that repair cells in turn can shorten dramatically following axon regeneration and form myelin internodes [16]. Applying single cell sequencing technologies akin to the approach of Suter et al. to the injured nerve’s myelinating and Remak populations will build upon available transcriptomes, and notably on the data we present here to further elucidate the transcriptional basis of Schwann cell transdifferentiation, heterogeneity of repair cells, maintenance of the repair cell state, and Schwann cell re-differentiation.

## Conclusions

The transcriptomic data presented here provide a valuable resource to peripheral nerve biologists to fuel novel hypotheses and uncover new pathways underlying the Schwann cell injury response. In addition to the molecules highlighted above, we anticipate the discovery of to date un-appreciated pathways and proteins using our dataset that will enable mechanistic advances in our understanding of how these remarkable cells transform after nerve injury. Confirmation of our transcription-level changes at the protein level followed by knock-out or overexpression experiments has the potential to yield answers to outstanding questions in the field of Schwann cell biology. For example, to further our understanding of why the PNS regenerates so well, and to generate new molecular handles for both understanding CNS regeneration failure and designing strategies to overcome it.

## Supplementary Information

**Additional file 1.** PCA of all RNA-seq samples. (A) PCA of all samples colored by day post-crush. Circles indicate whole nerve samples and triangles represent Schwann cell purified samples. (B) PCA of Schwann cell samples alone, colored by time point.

**Additional file 2. **Generation of in situ hybridization probes. RNA probes used for in situ hybridization validation. Expected probe lengths are listed beneath each column.

**Additional file 3. **qRT-PCR primer sequences (rat) used to validate RNAseq findings.

**Additional file 4.** All FPKM data for uncrushed (day 0) and crushed (days 3, 5, 7 post-crush) samples. This includes whole nerve and purified Schwann cells. Also included is dissociated sciatic nerve to help identify genes that change from the dissociation process, itself.

**Additional file 5.** All differentially expressed genes and their *p*-values (and *p*-adjusted) in Schwann cells at days 3, 5, and 7 post-crush, as compared to day 0 (uncrushed).

**Additional file 6. **Table of enriched gene pathways in purified Schwann cells at days 3, 5, and 7. First two sheets show pathways across all timepoints and the subsequent sheets highlight statistics of each pathway separated by timepoints.

**Additional file 7. **Table of downregulated gene pathways in purified Schwann cells at days 3, 5, and 7.

**Additional file 8. **Module assignments (from the WGCNA) for each gene.

**Additional file 9. **Analysis of markers of different S100-expressing cell populations.

## Data Availability

To ensure widespread distribution of our RNAseq dataset, we have incorporated these data in a user-friendly website previously created by Ben Barres’ lab (www.BrainRNAseq.org) that provides a simple and searchable platform for browsing gene expression data.

## Abbreviations

CNS: Central nervous system
FPKM: Fragments per kilobase of transcript sequence per million mapped fragments
GEO: Gene Expression Omnibus
GO: Gene Ontogeny
KEGG: Kyoto Encyclopedia of Genes and Genomes
NCBI: National Center for Biotechnology Information
P: Postnatal day
PNS: Peripheral nervous system

## References

[1] Arthur-Farraj PJ, Latouche M, Wilton DK, Quintes S, Chabrol E, Banerjee A (2012). c-Jun reprograms Schwann cells of injured nerves to generate a repair cell essential for regeneration. Neuron.

[2] Arthur-Farraj PJ, Morgan CC, Adamowicz M, Gomez-Sanchez JA, Fazal SV, Beucher A (2017). Changes in the coding and non-coding transcriptome and DNA methylome that define the schwann cell repair phenotype after nerve injury. Cell Rep.

[3] Baker MD (2002). Electrophysiology of mammalian Schwann cells. Prog Biophys Mol Biol.

[4] Blighe K, Rana S, Lewis M. EnhancedVolcano: publication-ready volcano plots with enhanced colouring and labeling. R package version 1.10.0. 2021.

[5] Brosius Lutz A, Chung WS, Sloan SA, Carson GA, Zhou L, Lovelett E (2017). Schwann cells use TAM receptor-mediated phagocytosis in addition to autophagy to clear myelin in a mouse model of nerve injury. Proc Natl Acad Sci USA.

[6] Chen S, Zou Q, Chen Y, Kuang X, Wu W, Guo M (2020). Regulation of SPARC family proteins in disorders of the central nervous system. Brain Res Bull.

[7] De Logu F, Nassini R, Materazzi S, Carvalho Gonçalves M, Nosi D, Rossi Degl'Innocenti D (2017). Schwann cell TRPA1 mediates neuroinflammation that sustains macrophage-dependent neuropathic pain in mice. Nat Commun.

[8] Dobin A, Davis CA, Schlesinger F, Drenkow J, Zaleski C, Jha S (2013). STAR: ultrafast universal RNA-seq aligner. Bioinformatics.

[9] Egaña-Gorroño L, López-Díez R, Yepuri G, Ramirez LS, Reverdatto S, Gugger PF (2020). Receptor for advanced glycation end products (RAGE) and mechanisms and therapeutic opportunities in diabetes and cardiovascular disease: insights from human subjects and animal models. Front Cardiovasc Med.

[10] Figlia G, Norrmén C, Pereira JA, Gerber D, Suter U (2017). Dual function of the PI3K-Akt-mTORC1 axis in myelination of the peripheral nervous system. Elife.

[11] Gan KJ, Südhof TC (2020). SPARCL1 promotes excitatory but not inhibitory synapse formation and function independent of neurexins and neuroligins. J Neurosci.

[12] Gaudet AD, Popovich PG, Ramer MS (2011). Wallerian degeneration: gaining perspective on inflammatory events after peripheral nerve injury. J Neuroinflamm.

[13] Gerber D, Pereira JA, Gerber J, Tan G, Dimitrieva S, Yángüez E, Suter U (2021). Transcriptional profiling of mouse peripheral nerves to the single-cell level to build a sciatic nerve ATlas (SNAT). Elife.

[14] Goldberg JL, Vargas ME, Wang JT, Mandemakers W, Oster SF, Sretavan DW, Barres BA (2004). An oligodendrocyte lineage-specific semaphorin, Sema5A, inhibits axon growth by retinal ganglion cells. J Neurosci.

[15] Gomez-Sanchez JA, Carty L, Iruarrizaga-Lejarreta M, Palomo-Irigoyen M, Varela-Rey M, Griffith M (2015). Schwann cell autophagy, myelinophagy, initiates myelin clearance from injured nerves. J Cell Biol.

[16] Gomez-Sanchez JA, Pilch KS, van der Lans M, Fazal SV, Benito C, Wagstaff LJ (2017). After nerve injury, lineage tracing shows that myelin and remak Schwann cells elongate extensively and branch to form repair Schwann cells, which shorten radically on remyelination. J Neurosci.

[17] Ishii A, Furusho M, Bansal R (2021). Mek/ERK1/2-MAPK and PI3K/Akt/mTOR signaling plays both independent and cooperative roles in Schwann cell differentiation, myelination and dysmyelination. Glia.

[18] Jessen KR, Arthur-Farraj P (2019). Repair Schwann cell update: adaptive reprogramming, EMT, and stemness in regenerating nerves. Glia.

[19] Jessen KR, Mirsky R (1992). Schwann cells: early lineage, regulation of proliferation and control of myelin formation. Curr Opin Neurobiol.

[20] Jessen KR, Mirsky R (2008). Negative regulation of myelination: relevance for development, injury, and demyelinating disease. Glia.

[21] Jessen KR, Mirsky R (2016). The repair Schwann cell and its function in regenerating nerves. J Physiol.

[22] Kalinski AL, Yoon C, Huffman LD, Duncker PC, Kohen R, Passino R (2020). Analysis of the immune response to sciatic nerve injury identifies efferocytosis as a key mechanism of nerve debridement. Elife.

[23] Kucukdereli H, Allen NJ, Lee AT, Feng A, Ozlu MI, Conatser LM (2011). Control of excitatory CNS synaptogenesis by astrocyte-secreted proteins Hevin and SPARC. Proc Natl Acad Sci USA.

[24] Langfelder P, Horvath S (2012). Fast R Functions for Robust Correlations and Hierarchical Clustering. J Stat Softw..

[25] Langfelder P, Horvath S (2008). WGCNA: an R package for weighted correlation network analysis. BMC Bioinform..

[26] Li B, Dewey CN (2011). RSEM: accurate transcript quantification from RNA-Seq data with or without a reference genome. BMC Bioinform.

[27] Liu JH, Tang Q, Liu XX, Qi J, Zeng RX, Zhu ZW (2018). Analysis of transcriptome sequencing of sciatic nerves in Sprague-Dawley rats of different ages. Neural Regen Res.

[28] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol.

[29] Lutz AB (2014). Purification of Schwann cells. Cold Spring Harb Protoc.

[30] Ma CH, Omura T, Cobos EJ, Latrémolière A, Ghasemlou N, Brenner WCJ (2011). Accelerating axonal growth promotes motor recovery after peripheral nerve injury in mice. J Clin Invest..

[31] Meyer Zu Reckendorf S, Brand C, Pedro MT, Hegler J, Schilling CS, Lerner R (2020). Lipid metabolism adaptations are reduced in human compared to murine Schwann cells following injury. Nat Commun.

[32] Nagarajan R, Le N, Mahoney H, Araki T, Milbrandt J (2002). Deciphering peripheral nerve myelination by using Schwann cell expression profiling. Proc Natl Acad Sci USA.

[33] Napoli I, Noon LA, Ribeiro S, Kerai AP, Parrinello S, Rosenberg LH (2012). A central role for the ERK-signaling pathway in controlling Schwann cell plasticity and peripheral nerve regeneration in vivo. Neuron.

[34] Narciso MS, Mietto Bde S, Marques SA, Soares CP, Mermelstein Cdos S, El-Cheikh MC, Martinez AM (2009). Sciatic nerve regeneration is accelerated in galectin-3 knockout mice. Exp Neurol.

[35] Newbern JM, Li X, Shoemaker SE, Zhou J, Zhong J, Wu Y (2011). Specific functions for ERK/MAPK signaling during PNS development. Neuron.

[36] Painter MW, Brosius Lutz A, Cheng YC, Latremoliere A, Duong K, Miller CM (2014). Diminished Schwann cell repair responses underlie age-associated impaired axonal regeneration. Neuron.

[37] Reichert F, Saada A, Rotshenker S (1994). Peripheral nerve injury induces Schwann cells to express two macrophage phenotypes: phagocytosis and the galactose-specific lectin MAC-2. J Neurosci.

[38] Senatus LM, Schmidt AM (2017). The AGE–RAGE axis: implications for age-associated arterial diseases. Front Genet.

[39] Tasdemir-Yilmaz OE, Druckenbrod NR, Olukoya OO, Dong W, Yung AR, Bastille I, Segal RA (2021). Diversity of developing peripheral glia revealed by single-cell RNA sequencing. Dev Cell.

[40] Toma JS, Karamboulas K, Carr MJ, Kolaj A, Yuzwa SA, Mahmud N (2020). Peripheral nerve single-cell analysis identifies mesenchymal ligands that promote axonal growth. eNeuro.

[41] Ulgen E, Ozisik O, Sezerman OU (2019). pathfindR: an R package for comprehensive identification of enriched pathways in omics data through active subnetworks. Front Genet.

[42] Wada R, Yagihashi S (2005). Role of advanced glycation end products and their receptors in development of diabetic neuropathy. Ann N Y Acad Sci.

[43] Weiss T, Taschner-Mandl S, Bileck A, Slany A, Kromp F, Rifatbegovic F, Frech C, Windhager R (2016). Proteomics and transcriptomics of peripheral nerve tissue and cells unravel new aspects of the human Schwann cell repair phenotype. Glia.

[44] Welleford AS, Quintero JE, Seblani NE, Blalock E, Gunewardena S, Shapiro SM (2020). RNA sequencing of human peripheral nerve in response to injury: distinctive analysis of the nerve repair pathways. Cell Transplant.

[45] Wilson GF, Chiu SY (1990). Ion channels in axon and Schwann cell membranes at paranodes of mammalian myelinated fibers studied with patch clamp. J Neurosci.

[46] Wolbert J, Li X, Heming M, Mausberg AK, Akkermann D, Frydrychowicz C (2020). Redefining the heterogeneity of peripheral nerve cells in health and autoimmunity. Proc Natl Acad Sci USA.

[47] Wu W, Liu Y, Wang Y (2016). Sam68 promotes Schwann cell proliferation by enhancing the PI3K/Akt pathway and acts on regeneration after sciatic nerve crush. Biochem Biophys Res Commun.

[48] Xu X, Gao W, Li L, Hao J, Yang B, Wang T (2021). Annexin A1 protects against cerebral ischemia-reperfusion injury by modulating microglia/macrophage polarization via FPR2/ALX-dependent AMPK-mTOR pathway. J Neuroinflamm.

[49] Yi S, Zhang H, Gong L, Wu J, Zha G, Zhou S (2015). Deep sequencing and bioinformatic analysis of lesioned sciatic nerves after crush injury. PLoS ONE.

[50] Zhang Y, Sloan SA, Clarke LE, Caneda C, Plaza CA, Blumenthal PD (2016). Purification and characterization of progenitor and mature human astrocytes reveals transcriptional and functional differences with mouse. Neuron..

How the deposited data were processed for this re-analysis (not part of the article)

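RNA from purified Schwann cells and from whole sciatic nerve of the rat was sequenced in 16 libraries, 2 for each of 8 groups. The groups were uncrushed nerves and nerves 3, 5 and 7 days after a crush at postnatal day 18, for each tissue. Each library was assigned to its tissue, day and replicate from the labels of the series, which match the design the paper describes.

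The authors aligned the reads with STAR to the rat genome Rnor_6.0 and estimated with RSEM the expected counts of 31038 genes, which were deposited without normalization and without a filter. The deposited FPKM of each library was made by the authors with RSEM and is scaled to the effective length of the gene and to the fragments of the library. The deposited TPM was made by the authors with RSEM in the same step and sums to the same total in every library. The authors also deposited a count matrix of the series, which holds the same estimates in 1 table, and a table of 6274 genes with their module and the FPKM that the authors computed with Cufflinks in 8 Schwann cell columns. The cDNA was amplified by the authors before library synthesis and carries no molecular identifiers. Genes are named by the symbols of the deposited tables. No genome of the build Rnor_6.0 was used here. A table of gene records of the assembly GRCr8 was used only to find genes with another record under a related name, and none of its coordinates is given. The number of columns of per-sample values left unused was 0.

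Depth was taken as the sum of expected counts, which lay between 10555067 and 27562637 per library. Genes with 3 counts or fewer in each library of a group were treated as below the floor, and a fold against such a group is a bound computed from the floor. These bounds cover counting error only.

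Expected counts were rounded to whole numbers and tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, after TMM normalization and the filterByExpr filter, with Benjamini-Hochberg adjustment at 0.05. Each day after crush was compared with uncrushed Schwann cells, and the 3 days with each other, in a fit of the 8 Schwann cell libraries. Whole nerve was treated in the same way. A fit of all 16 libraries compared Schwann cells with whole nerve at each time point and tested whether the effect of injury differs between them. Standard errors are the size of the log2 fold change divided by the square root of the F statistic. Lists of genes were tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01 and with its rotation test fry, with adjustment over 42 pairs of list and day. The test of edgeR was run on simulated counts with 200 changed genes among 14378, of which it recovered 161, and 12 of its 173 calls were unchanged genes. DESeq2 recovered 165 of 200 among 14960 simulated genes, and 22 of its 187 calls were unchanged genes. Camera called the planted list in the simulation of 14378 genes, and 4 of 200 unchanged lists passed 0.05 without adjustment. The simulated genes were drawn independently of each other, so this does not test the preset correlation of 0.01. Clustering, scaled module profiles, counts of detected genes and the paper's thresholds for strongly regulated transcripts were computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9.

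The mapping of samples, the design of each test, the alternatives, 24 lists of genes and the rule for naming genes were written before the data were examined. The rule names every gene that the results, discussion or figure labels of the paper name. It adds the 3 genes with the lowest adjusted p in each direction at each day in Schwann cells, the same for the difference between Schwann cells and whole nerve, and the genes with the largest and the smallest log2 fold change of each functional list at day 3. Nfasc, Ank3, Epb41l3, Mag, Gldn, Drp2, Cenpf, Kif20a, Ndc80, Nuf2, Pecam1, Cdh5, Rgs5, Acta2, Dcn, Lum, the genes of PI3K/Akt/mTOR signaling given by module and the genes with another record and, outside the paper's own figures, Zfp36, Fos and Jun were named after their values had been seen, because a count of 5 or fewer fell on them or because they show how a pattern arises. The lists cover markers of Schwann cells, macrophages, fibroblasts, endothelial, perineurial and satellite glial cells and other cells of the nerve, the genes of Fig. 3, Fig. 4 and Fig. 5, cell division, phagocytosis, cytoskeleton, lysosome, galactose metabolism, PI3K/Akt/mTOR signaling, AGE-RAGE signaling, cholesterol synthesis, membrane domains, collagens, laminins and integrins, ion channels, ribosomal proteins and the repair genes of the introduction and discussion. Of these, 14 are functional lists that entered the list tests. Comparisons of lists between days, a list of 30 immediate-early genes and the division of RSEM's FPKM by its median ratio to the paper's FPKM were added after the data had been seen.

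The alternatives were the Wald test of DESeq2 1.42.0, which the authors used, upper quartile normalization, no filter on low counts, at least 10 counts in every library, the count matrix of the series, the replicate number as a block, at least a 2-fold change, fits on all 16 or on 4 libraries, fold changes from FPKM with a pseudocount of 1 or 0.1, and leaving out each library in turn. For the clustering, the detected genes, the thresholds and the modules they were other gene numbers, scales, correlations and FPKM minimums. With 2 libraries per group, leaving out 1 leaves that group without a replicate. Only effect sizes were taken from these fits, and no p-value was computed there.

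The copy of the paper's FPKM table read here holds 1997 of 15170 genes, and the copy of its differential expression table 1999 of 12341 genes at day 3, 562 at day 5 and 0 at day 7. They served to compare single values, and no overlap or enrichment was computed on them. The dissociated whole nerve is known here only from that FPKM table. CD45-positive cells, qRT-PCR and in situ hybridization were not analysed here, results for some genes are not reported here, the enrichment of GO and KEGG terms was replaced by tests of fixed lists, and the network analysis was not repeated.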

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

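The tests of scaling, of dissociation, of the share of Schwann cells in whole nerve, of entering macrophages and of dilution in this part were chosen only after the results were seen.

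The effect of crush differed between purified Schwann cells and whole nerve, by the test of the difference itself, in 4376 of 16829 genes at day 3, 4633 at day 5 and 4374 at day 7 (edgeR). Among 14030 genes that entered all 3 fits, 520, 508 and 528 were called in opposite directions in the 2 tissues, and 520, 508 and 527 of these also differed by the test of the difference. Called in the same direction were 3785, 3238 and 2132. Called in Schwann cells alone were 3164, 3959 and 3982, of which 1456, 1896 and 1981 differed by the test of the difference. The differences of Cntf (ciliary neurotrophic factor) were 4.64, 4.45 and 3.91 on the log2 scale (adjusted p = 2.40e-09 at day 3, edgeR), the lowest adjusted p among genes that were relatively higher in Schwann cells. Whole nerve lost Cntf, with log2 fold changes of −5.29, −5.31 and −5.22, while Schwann cells changed by −0.54, −0.74 and −1.20 from a level that was already lower than in whole nerve before crush (−3.15, adjusted p = 8.48e-11, edgeR). The differences of Cp (ceruloplasmin) were −3.75, −4.41 and −5.11 (adjusted p = 2.40e-09 at day 3, edgeR). Cp fell in Schwann cells by 2.74, 3.20 and 3.42 on the log2 scale and rose in whole nerve by 0.90, 1.08 and 1.58. Igfbp5, Nbl1, Pmp2 and Akr1b1 also had differences above 0 at every day, with 4.09, 3.00, 3.77 and 2.21 at day 3, and Abca9, Dab2, Col11a1 and Mfap5 had −5.45, −3.92, −4.54 and −3.12.

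A scaling error between the tissues would move every gene the same way. At day 3, 284 genes were higher in Schwann cells and lower in whole nerve and 236 the reverse, with 299 and 209 at day 5 and 315 and 213 at day 7, which argues against it. A changed share of Schwann cells in the crushed nerve would give every Schwann cell marker the same difference. The 9 markers spanned 4.52 on the log2 scale at day 3, from −1.81 (standard error 0.205) for Gfap to 2.71 (standard error 0.168) for Mbp, and 5.12 and 5.58 at days 5 and 7, which argues against that share as the whole cause. Such differences may also arise because purified cells were dissociated and whole nerve was not. In the paper's FPKM, S100b was 1.69-fold lower in dissociated than in intact whole nerve, and Cntf and Cp are not among the rows of that table read here. Changes in the other cells of the nerve remain open as a biological explanation. In whole nerve 1 of 2 fibroblast markers was higher and 1 lower at each day, with median log2 fold changes of 0.21, 0.14 and 0.08. Of 2 endothelial markers, 1 was higher at day 3, none was called at day 5 and 1 was lower at day 7, with medians of 0.16, −0.06 and −0.32.

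Schwann cells also differed between the days after crush. From day 3 to day 5, 1863 genes differed, from day 3 to day 7 3140 and from day 5 to day 7 291 (edgeR). Whether a single library contributes to these calls stays open, because no p-value was computed with a library left out. In each of these comparisons 0 called genes changed sign without any 1 library. Few changes of sign can occur among called genes. In tests of the lists between days, 11 of 42 pairs of list and comparison were called (camera). The days remain the explanation the design names, and the age of the animals at collection, which rises with the day after crush, stays open as untested.

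Whole nerve against uncrushed whole nerve gave 7212 genes at day 3, 6082 at day 5 and 4952 at day 7 (edgeR), a comparison for which the paper's text gives no differentially expressed genes. All 5 macrophage markers were higher in whole nerve at day 3, with a median log2 fold change of 1.87, 5 of 5 at day 5 and 4 of 5 at day 7. All 5 are markers of Fig. 2A and were also counted in uncrushed nerve, where Aif1, the most abundant, had 76.5 FPKM against 333 at day 3. RNA of entering macrophages may therefore account for part of the genes that rise in whole nerve. If the genes lower in whole nerve were only diluted by the RNA of entering cells, they would not fall in purified Schwann cells. Of 3252 genes lower in whole nerve at day 3 and tested in Schwann cells, 1797 or 55.3% were lower there too, against 25.7% of all genes tested in both, which argues against dilution as their whole cause. At day 7 the shares were 42.9% and 21.9%.

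Ribosomal protein genes, which the paper's text does not discuss, were higher in Schwann cells in 64 of 78 cases at day 3, 70 at day 5 and 68 at day 7, with median log2 fold changes of 0.57, 0.60 and 0.66, and 64, 72 and 69 when adjusted over the list alone. The list was called at each day (adjusted p = 7.06e-10, 1.65e-10 and 2.48e-11, camera). At day 3 Rpl39 had 1.58 (standard error 0.220, adjusted p = 2.38e-04, edgeR) and Rpl10l −0.89 (standard error 0.699, adjusted p = 0.309, edgeR). Many ribosomal protein genes have near-identical processed copies in the genome, so their counts are uncertain. At day 3 82.1% of them were called higher against 26.9% of all tested genes, which argues against a shift of all genes by scaling. Gene length remains open. Among other genes as short (at most 964 nucleotides) and as abundant (at least 192 FPKM), 71 genes had a median log2 fold change of 0.72 at day 3, and 76.1% of them were higher. Their medians at days 5 and 7 were 0.67 and 0.58. The rise of the ribosomal protein genes may thus belong to short abundant transcripts in general. In whole nerve 54 of 78 were higher at day 3, 4 were higher and 5 lower at day 5, and 31 were higher and 1 lower at day 7.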

How the results depend on the processing

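The alternatives were applied 1 at a time. Of 401 results for single genes, 392 kept their direction and their side of the threshold with the Wald test of DESeq2, 396 with upper quartile normalization, 395 without a filter, 401 with the count matrix of the series and 354 when at least a 2-fold change was required, where the other 47 fell short of it by that requirement. All 320 computed for genes with at least 10 counts in every library kept both. In the fit on all 16 libraries it was 251 of 255 and in fits on 4 libraries 242 of 244. DESeq2 lost 7 calls and gained 2, upper quartile normalization lost 1 and gained 2, the missing filter gained 6, the fit on all 16 libraries lost 1 and gained 3 and the fits on 4 libraries lost 2. Log2 ratios of mean FPKM were also taken in place of the fit. With a pseudocount of 1, 201 of 371 values moved by more than the standard error of the fit, and 137 at 0.1. The cause was not tested.

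Directions reversed in 2 results, both under upper quartile normalization and neither past the threshold. The log2 fold change of Mbp in Schwann cells against whole nerve at day 7 was 0.028 (adjusted p = 0.856, edgeR, 0.560 to 0.856 over the alternatives), and that of Sox10 in Schwann cells at day 3 was −0.0077 (adjusted p = 0.960, edgeR, 0.621 to 0.960 over the alternatives). The cause was not tested.

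The requirement of at least a 2-fold change lowered the counts by its own construction. In Schwann cells against uncrushed it left 4067, 4213 and 3421 genes at days 3, 5 and 7, and in whole nerve 3297, 2719 and 2095. Between days it left 612 from day 3 to day 5, 1127 from day 3 to day 7 and 100 from day 5 to day 7. For the difference of the injury effects it left 2470, 2619 and 2516, for Schwann cells against whole nerve 6819 in uncrushed nerves and 5452, 4730 and 4566 at days 3, 5 and 7, and for the genes changed in the same direction on all 3 days 2418.

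The 291 genes between day 5 and day 7 moved most. DESeq2 called 512, the fit without a filter 1048, the fit on all 16 libraries 472 and the fit on the 4 libraries compared 441. The cause was not tested. The other counts of genes in these comparisons stayed within 1.5 times their value under the remaining alternatives. The genes detected in uncrushed Schwann cells fell from 11706 to 7598 with a minimum of 5 FPKM in place of 1, which is stricter by construction, and over all Schwann cell groups they lay between 8772 and 16737.

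Of 42 pairs of list and day, camera called 27, fry 38 and camera on genes with at least 10 counts in every library 28. With a correlation estimated from the libraries camera called 3, and the cause was not tested. The strongly regulated transcripts rose from 181 to 290 with TPM in place of FPKM, were 142 when both libraries of each group had to pass and lay between 180 and 189 with 1 library left out. Every setting of the clustering used log2 FPKM, and FPKM without a log scale was not clustered. The 500 most variable genes placed 0 libraries of crushed nerves inside the branch of the uncrushed libraries. That number was 12 with 2000 genes and with each of the other settings for ranking, number of genes, standardization, correlation and pseudocount. With 1 library left out the number was 11 or 12. The cause was not tested for the TPM or for the 500 genes. In the modules the highest and lowest group stayed in place in 7 of 10 modules with RSEM's FPKM and in 9 or 10 of 10 with 1 column left out.

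With 1 library left out, 345 of 1724 values of these genes moved by more than the standard error of the fit. Over all genes and 16 comparisons, between 0 and 15 called genes changed sign without any 1 library, at most 0.138% of those called. Since these genes were called with all libraries, few changes of sign can occur, and the share says little about stability. Of those 401 results that were called only Wbp11 in Schwann cells at day 5 lost its direction, with no change left without replicate 1 of that group. Of those not called, Cx3cr1 in Schwann cells at day 3 went from higher to lower without replicate 2, since all its counts of that day lie in that library. Both genes were at the floor in uncrushed Schwann cells, so no size of these changes is given.

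The replicate numbers do not pair the libraries. Deviations from the group means of libraries with the same number had Pearson correlations of −0.0552 to 0.0758 and Spearman correlations of −0.0862 to 0.0952 over 28 pairs of groups and 16829 genes. With the replicate number as a block, 179 genes were called between day 5 and day 7, and 398 of the 401 results for single genes kept their direction and their side of the threshold.

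The smallest library held 10555067 counts and the largest 27562637. Depth limits the genes near the floor. Of 31038 genes 14961 could be tested in Schwann cells, and a change of Ager, with at most 27.0 counts in a Schwann cell library, was not detectable. The adjusted p of Ager at day 3 lay between 0.632 and 0.779 over the alternatives (edgeR and DESeq2).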

Differences from the paper's values

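Of 156 FPKM values of the paper's supplementary table that were compared, 6 differ by the criteria used here (more than 1.5-fold and more than the replicate error). The FPKM of RSEM and that of Cufflinks are on different scales, so RSEM's values were first divided by the median ratio of their group, 2.92 for uncrushed Schwann cells, 2.22 at day 3, 1.87 at day 5 and 2.13 at day 7, a division chosen after seeing the values. For Nes the divided FPKM was 10.7 (31.4 undivided) against 6.02 in the paper before crush, 138 (306 undivided) against 74.2 at day 3, 136 (254 undivided) against 75.6 at day 5 and 91.4 (195 undivided) against 50.2 at day 7. Cldn19 had 80.3 (235 undivided) against 49.7 in the paper before crush. Leaving out either library of a group, the alternative set before the data were examined for these values, closed none of these 5 gaps. Glul at day 5 had 28.7 (53.6 undivided) against 43.1 in the paper, and without replicate 1 of that group it was 32.5, which falls within the criteria.

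Of 26 log2 fold changes of the paper's DESeq2 table compared at day 3 and day 5, 1 differs. Cldn19 at day 3 was −5.45 here and −5.21 in the paper, whose standard error is 0.166 against 0.186 here. Of the alternatives set before the data were examined, the log2 ratio of mean FPKM with a pseudocount of 0.1 gave −5.19 and leaving out replicate 2 of the uncrushed Schwann cells −5.38, which lie within the larger of the 2 errors, and the others did not.

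The paper gives about 8000 genes detected and no rule. At least 1 FPKM in both libraries of a group gave 12643, at least 0.1 FPKM 16737 and at least 10 counts 14587. Of the alternatives set before the data were examined, only at least 5 FPKM, with 8772, came within 1.5 times of the paper's number. These numbers count genes detected in at least 1 of the 4 Schwann cell groups. With at least 1 FPKM, the single groups gave 11242 to 11706 and all 4 groups together 10350, each within 1.5 times of the paper's number. The paper states at least 20 M reads per sample. The expected counts of the smallest library summed to 10.6 M fragments, and with a read from each end of a fragment to 21.1 M reads. No alternative was set for the depth. The 4 numbers of differentially expressed genes that the paper gives, 5495, 5744 and 4955 at days 3, 5 and 7 and 5398 on average, are each within 1.5 times of 7860, 8167, 7016 and 7681.

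The tree of Fig. 2C places uncrushed Schwann cells and uncrushed whole nerve on a branch of their own. Here the top split parted Schwann cells from whole nerve, and the smallest branch with the 4 uncrushed libraries held 12 libraries of crushed nerves. The paper clustered FPKM from Cufflinks, and log2 of RSEM's FPKM was clustered here. With the 500 most variable genes it held 0, which gives the grouping of the uncrushed libraries in the paper. The legend of Fig. 2 states that Sox10 rises, while the text of the results describes its expression as persistent. It was not called at day 3 or day 5 here under any alternative (log2 fold changes 0.07 and −0.01) and was called at day 7 (0.45). With 1 library left out its value fell to −0.07 at day 3 and rose to 0.15 at day 5. The paper states that Schwann cell transcripts are enriched by purification. S100b and Mbp were lower in uncrushed Schwann cells than in uncrushed whole nerve, with log2 fold changes of −2.27 and −2.07. The paper also states that perineurial and satellite glial transcripts are depleted. Of the genes listed here, 3 of 4 tested perineurial genes and 2 of 4 tested satellite glial genes were lower in uncrushed Schwann cells. Itgb4 and Kcnj10 were higher there, by 1.06 and 2.46. Whether their transcripts come from Schwann cells or from other cells was not tested.

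The paper reports that qRT-PCR and sequencing match. In Fig. 3 the bars of Prx, Sparcl1, Mal and Cldn19 rise above the bar of uncrushed Schwann cells after crush. In the counts these 4 genes fell, with log2 fold changes of −6.01, −7.00, −4.04 and −5.45 at day 3. Whether Fig. 3 plots the size of a change without its sign is not stated. The bar of Spp1 is lowest at day 3 and highest at day 7 in Fig. 3, whereas its log2 fold change was 3.23, 2.20 and 1.35. Runx2, Tes, Tnc and Btc are highest at day 5 in Fig. 3 and had their largest log2 fold change at day 3, with 6.10, 5.51, 4.30 and 4.23 against 4.99, 4.99, 3.59 and 3.30 at day 5. Mdk and Gfra1 are highest at day 7 in Fig. 3 and were highest at day 5 in the counts.

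The paper names phagocytosis among the categories raised at every day. The phagocytosis list was called by camera at no day, and fry called it at day 3 (adjusted p = 0.00341, fry). Unlike camera, fry does not compare a list with other genes. The paper places the peak of cytoskeletal terms at day 5. The median of the cytoskeleton list was 1.03 at day 3 and 0.91 at day 5, while the number of higher genes was 20 and 22. Galactose metabolism, which the paper lists among raised pathways, was called by camera at day 3 only, and by fry also at days 5 and 7 (adjusted p = 3.80e-04 and 7.09e-04, fry). The paper links module 8 to the cell cycle. Of 22 cell division genes with a module, 4 were in module 8 and 18 in module 10. The paper places the PI3K/Akt pathway in module 8 and describes a sharp rise by day 3. Of 14 such genes with a module 2 were in module 8, and the median log2 fold change of the list was −0.04 at day 3. Fry called the list as higher at day 5 (adjusted p = 0.0315, fry). The paper describes a decrease in RAGE. Ager had log2 fold changes of 0.36, 0.86 and 0.61, no alternative called a change, and without replicate 1 of the uncrushed Schwann cells the value at day 3 was −0.25.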

Other observations

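The tests of the immediate-early genes, of gene records, of carried-over cells, of the Schwann cell markers and of the module table in this part were chosen only after the result was seen.

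Immediate-early genes stood out in uncrushed Schwann cells. Of 29 tested genes of a list of 30, 28 were higher in uncrushed Schwann cells than in uncrushed whole nerve, with a median log2 fold change of 3.84. Jun and Egr1 of this list are also on the AGE-RAGE list, and the list was written after the values of 9 of its genes had been seen. In the paper's FPKM, where dissociated but unsorted whole nerve was sequenced, Zfp36, Fos and Jun were higher than in intact whole nerve, from 24.3-fold for Jun to 287-fold for Fos. Of the 30 genes 17 are among the rows of that table read here, and all 17 were higher in dissociated nerve, by 3.81-fold to 2297-fold with a median of 22.5. The paper does not anticipate large changes of gene profiles during purification and names immediate early genes as the exception, and these values are consistent with induction while the nerve is dissociated.

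After crush 23 of the 29 genes were lower in Schwann cells at day 3 and 24 at days 5 and 7, none were higher, and the medians were −1.83, −1.44 and −1.41. In whole nerve, which was not dissociated, 13 were higher and 3 lower at day 3, with a median of 0.82. At day 3 the genes still lay above whole nerve by a median of 2.08, and by 2.34 and 2.33 at days 5 and 7. A smaller dissociation response in cells from crushed nerves and a change in the living nerve cannot be told apart for the fall, because either lowers that median and no dissociated crushed nerve was analysed here. Jun was lower in Schwann cells after crush, with log2 fold changes of −0.77, −0.72 and −0.59, and higher in whole nerve, with 1.95, 1.61 and 1.62. Fos had −1.90 and Zfp36 −2.72 in Schwann cells at day 3. Of the 16 immediate-early genes with a module, 14 were in module 7 (one-sided Fisher's exact test, adjusted p = 2.62e-13). If dissociation of the uncrushed nerve explained module 7 as a whole, whole nerve would show no fall of its genes. In whole nerve 66.8% of module 7 genes were lower at day 3, 61.4% at day 5 and 53.6% at day 7, against 17.5% of the genes of the other modules at day 3 (Fisher's exact test, two-sided p = 3.27e-101), and 68.6% without the listed immediate-early genes. This argues against dissociation as the cause for most of module 7.

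Genes of cholesterol synthesis were lower in Schwann cells in 19 of 19 cases at each day, also when adjusted over the list alone, with medians of −2.20, −2.05 and −2.08 (adjusted p = 2.54e-11, 2.71e-11 and 9.62e-12, camera). Tm7sf2 fell most at day 3, with a log2 fold change of −4.58 (standard error 0.386, adjusted p = 7.97e-06, edgeR), and Ebp least, with −0.51 (standard error 0.152, adjusted p = 0.0177, edgeR). Of 18 with a module, 15 were in module 7 (one-sided Fisher's exact test, adjusted p = 1.66e-13). Of 13 repair genes, 11 from the introduction and discussion and Shh and Olig1 added to them, 10 had enough counts. At day 3, 6 were higher and 3 lower, at days 5 and 7 5 and 3, or 6 and 3 at each day when adjusted over the list alone, with medians of 1.97, 1.37 and 1.06. Camera called the list at no day (adjusted p = 0.0826, 0.191 and 0.274, camera) and fry at each (adjusted p = 0.00141, 0.00815 and 0.00976, fry). Shh was at the floor before crush and at least 28.6-fold, 26.2-fold and 19.1-fold higher after it, and L1cam had −1.24 at day 3. The phagocytic receptor genes Axl and Mertk had log2 fold changes of 1.26 and 3.17 at day 3 and 0.69 and 2.42 at day 7, and Lgals3, the gene of galectin-3, had 2.12 and 0.90.

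Some genes had at least 100 counts in 1 library of a pair and at most 3 in the other. They numbered 42 genes in 64 cases. In Schwann cells there were 29, of which 26 were tested and 7 called at some day. Of the 42 genes, 5 or 11.9% have another record under a related name in GRCr8, against 0.330% (41) of 12432 genes that reach 100 counts (Fisher's exact test, two-sided p = 2.36e-07). This is consistent with reads assigned to another record of the same gene in 1 library and not in the other. Wbp11 had 583 and 0 counts at day 5 and Wbp11l1 0 and 638, and their sum lay between 24.2 and 38.5 CPM (counts scaled to the library total) in the 8 Schwann cell libraries. Col1a2 and the record NEWGENE_621351 divided their counts in a similar way. For 7 of these genes the module table gives Cufflinks FPKM in 9 cases, and in 9 of 9 its 2 columns lay within 2-fold, which argues against RNA missing from 1 library. No biological explanation was tested.

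At day 3, replicate 2 of the Schwann cells held more transcripts of other cells than replicate 1. As a share of the whole nerve level the median excess was 2.40% for 5 macrophage markers (5 of 5 above 0, from 1.72% to 5.58%), 4.73% for 2 endothelial markers (2 of 2), 0.912% for 2 fibroblast markers (1 of 2), 0.814% for 4 perineurial markers (3 of 4) and 1.15% for 24 other markers (18 of 24). For 8 Schwann cell markers it was −13.9%. Aif1, the most abundant macrophage marker in whole nerve, had 6.83 FPKM in replicate 2 and 1.09 in replicate 1. The endothelial genes Flt1, Esam, Pecam1 and Cdh5 had a median excess of 2.68%, from 30 counts in replicate 1 and 285 in replicate 2. The pericyte genes Rgs5 and Acta2 had 3.24% and 2.89%, and the abundant fibroblast genes Dcn and Lum 0.453% and 0.607%. Unsorted cells of several types, macrophages alone and RNA released from cells of the crushed nerve cannot be told apart as the source. The excess lies in 1 library, the endothelial genes have few counts, and cells and released RNA bring the same transcripts.

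S100b and Mbp were lower in uncrushed Schwann cells than in uncrushed whole nerve. A lower share of Schwann cell RNA in the purified libraries would lower every marker, and 5 of 9 Schwann cell markers were higher there, which argues against it. In the paper's FPKM of dissociated and intact whole nerve, S100b was 1.69-fold and Mbp 2.95-fold lower after dissociation, while Sox10 was 1.98-fold and Ngfr 3.05-fold higher. Transcript loss while the nerve is dissociated is a candidate explanation, and a loss of myelinating cells in purification was not tested.

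In the module table 69.7% of 6245 genes were highest at day 5 and 82.4% lowest before crush. In RSEM's FPKM of the same genes 35.6% were highest at day 5 and 61.4% lowest before crush. The median ratio of RSEM's FPKM to the table was 2.89 before crush and 2.19, 1.84 and 2.08 at days 3, 5 and 7, and the median log2 change against uncrushed Schwann cells was 0.68, 1.07 and 0.83 in the table and 0.26, 0.41 and 0.34 in RSEM's FPKM. A scale of the table that differs between groups may thus account for part of the peak at day 5.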
